# Inhibitory Mechanism of Combined Hydroxychavicol With Epigallocatechin-3-Gallate Against Glioma Cancer Cell Lines: A Transcriptomic Analysis

**DOI:** 10.3389/fphar.2022.844199

**Published:** 2022-03-22

**Authors:** Amirah Abdul Rahman, Wan Zurinah Wan Ngah, Rahman Jamal, Suzana Makpol, Roslan Harun, Norfilza Mokhtar

**Keywords:** glioma, epigallocatechin-3-gallate, hydroxychavicol, synergism, gene expression, apoptosis, transcriptomic

## Abstract

Emerging reports have shown therapeutic potential of hydroxychavicol (HC) and epigallocatechin-3-gallate (EGCG) against cancer cells, however high concentrations are required to achieve the anticancer activity. We reported the synergy of low combination doses of EGCG+HC in glioma cell lines 1321N1, SW1783, and LN18 by assessing the effects of EGCG+HC through functional assays. Using high throughput RNA sequencing, the molecular mechanisms of EGCG+HC against glioma cell lines were revealed. EGCG/HC alone inhibited the proliferation of glioma cell lines, with IC50 values ranging from 82 to 302 µg/ml and 75 to 119 µg/ml, respectively. Sub-effective concentrations of combined EGCG+HC enhanced the suppression of glioma cell growth, with SW1783 showing strong synergism with a combination index (CI) of 0.55 and LN18 showing a CI of 0.51. A moderate synergistic interaction of EGCG+HC was detected in 1321N1 cells, with a CI value of 0.88. Exposure of 1321N1, SW1783, and LN18 cells to EGCG+HC for 24 h induces cell death, with caspase-3 activation rates of 52%, 57%, and 9.4%, respectively. However, the dose for SW1783 is cytotoxic to normal cells, thus this dose was excluded from other tests. EGCG+HC induced cell cycle arrest at S phase and reduced 1321N1 and LN18 cell migration and invasion. Combined EGCG+HC amplified its anticancer effect by downregulating the axon guidance process and metabolic pathways, while simultaneously interfering with endoplasmic reticulum unfolded protein response pathway. Furthermore, EGCG+HC exerted its apoptotic effect through the alteration of mitochondrial genes such as MT-CO3 and MT-RNR2 in 1321N1 and LN18 cells respectively. EGCG+HC dynamically altered DYNLL1 alternative splicing expression in 1321N1 and DLD splicing expression in LN18 cell lines. Our work indicated the pleiotropic effects of EGCG+HC treatment, as well as particular target genes that might be investigated for future glioma cancer therapeutic development.

## 1 Introduction

Gliomas are the most frequent primary intracranial tumour, accounting for 81% of all malignant brain tumours. Although relatively uncommon with an annual incidence of around 5 cases per 100000, the median survival of glioblastoma patients are around 15 months even after rigorous combination treatment of surgery, chemotherapy and radiotherapy, with and the median progression-free survival ranged from 6.2 to 7.5 months (Liang et al., 2020). Human cancer is a complicated disease, thus, alternative methods for cancer management and treatment and a better understanding of the treatments’ mechanism of action are required to improve patients’ quality of life (Pangal et al., 2021).

Dietary bioactives with high effectiveness and little side effects are preferred as alternatives to synthetic therapies, with a variety of negative side effects. At the moment, the search for combination therapy is of interest as this approach may reduce the development of drug resistance, as well as provides opportunity to discover potential cancer medicines (Maruca et al., 2019). Polyphenols are one of the major classes of phytochemical that is well-known for its disease-fighting effects.

The health benefits, the relatively low side effects and the origin from natural sources may provide added benefits and have resulted in continued interest for these bioactives. They are thought to play two roles: one that modulates chemopreventive benefits by improving antioxidant defences and the ability to scavenge ROS, hence lowering oxidative stress, and the other that targets chemotherapeutic effectiveness by inducing cellular stress (ROS levels) (Surh, 2011). At low concentrations and in normal cells, phenolic compounds may act as cancer preventive agents (Khurana et al., 2018). Some polyphenols species can act as prooxidants, enhancing its chemotherapeutic action, by generating high levels of ROS and eventually induces DNA damage and apoptosis (Kirtonia et al., 2020).

The cancer-preventive effects of (−)-epigallocatechin-gallate (EGCG) on cells *in vitro*, in animal models and within clinical studies have been previously reported (Peter et al., 2016). The anti-cancer effect of EGCG is proposed to originate from its antioxidant activity, through the induction of phase II enzymes, and manipulation of signal transduction pathways such as JAK/STAT (Xiao-Mei et al., 2016), MAPK, VEGF and PI3K/AKT (Liu et al., 2013). The mechanism of EGCG also includes epigenetic regulatory alteration, altering DNA methyltransferase (DNMT), histone deacetylase (HDAC), and miRNA expression (Zhang et al., 2015; Yamada et al., 2016).

Hydroxychavicol is a less studied phenolic compound derived from *Piper betle* leaf extract. Emerging reports including our own have shown the potent activity of HC in impeding cell proliferation in glioma cells (Abdul Rahman et al., 2014), and inhibiting prostate cancer cell cycle progression (Gundala et al., 2014). The efficacy of HC in inhibiting prostate tumour xenografts and chronic myeloid leukemia (CML) cells is suggested to be attributed to its selective prooxidant activity by reactive oxygen species (ROS) generation and induction of caspase-mediated apoptosis (Gundala et al., 2014) and/or by caspase-independent manner via apoptosis inducing factor (AIF) (Chowdhury et al., 2013) to eliminate cancer cells.

We hypothesize that the combination of these phenolic compounds may enhance the therapeutic activity as they impact on a number of pathways in tumour progression. Although studies have reported that EGCG or HC induce cell death without adversely affecting normal cells (Gundala et al., 2014; Meng et al., 2019), a high concentration of EGCG/HC is usually needed for the treatment to be effective on cancer cells. A high dose of EGCG or HC might result in cytotoxicity in normal cells. Therefore, a combination of low concentrations of EGCG+HC may be more effective in killing cancer cells, compared to a single high concentration treatment, as combination treatments may have pleotropic effects, targeting several pathways.

Therefore, we aim to investigate the synergistic interaction of phytochemicals by examining the effect of EGCG or HC singly and its combination against 1321N1, SW1783 and LN18 cell proliferation, cell cycle progression, migration/invasion and colony formation. The molecular mechanisms of EGCG+HC against glioma cell lines were elucidated using high throughput RNA sequencing. Until now, no direct evidence has shown on the anticancer effect of ECGC+HC in different stages of glioma cells.

## 2 Materials and Methods

### 2.1 Reagents and Chemicals

Hydroxychavicol (HC) was bought from Hangzhou Imaginechem Co. Ltd. (Hangzhou, China) and (−)-epigallocatechin-3-gallate (EGCG) was bought from Sigma-Aldrich (United States). CellTiter 96^®^ AQueous Non-Radioactive Cell Proliferation kit (Promega, United States), FITC Active Caspase-3 and Annexin V-FITC Apoptosis Detection Kit, BD CycleTEST™ PLUS DNA Reagent kit from BD Biosciences (United States) and QCMTM 24-well Cell Invasion/Migration Assay kit (ECM550 and ECM508) (Millipore, United States). All of the other chemicals utilised were of analytical grade.

### 2.2 Cell Line and Culture Environment

The human glioblastoma cell line 1321N1 (Grade II) was bought from the European Collection of Cell Culture (ECACC), while the American Type Culture Collection (ATCC) supplied SW1783 (Grade III) and LN18 (Grade IV) cell lines (Manassas, United States). 1321N1 and LN18 were cultured in Dulbecco’s modified Eagle medium (DMEM) supplemented with penicillin/streptomycin, 10% or 5% foetal bovine serum (FBS) respectively, in a humidified incubator at 37°C in an atmosphere of 95% air and 5% CO2. SW1783 was grown in Leibovitz, 10% FBS, under a 100% air atmosphere. The medium was replaced three times a week, and the cells were passaged with accutase.

### 2.3 Natural Compound Treatments

Fresh EGCG stock solutions were made in culture growth media, whereas HC stock solutions were prepared in 100% ethanol and kept at −20°C. Vehicle control was added with 0.1% ethanol.

### 2.4 Cell Viability Determination

Glioma cancer cell viability treated with combined EGCG+HC or EGCG/HC singly was determined using the Cell Proliferation Assay (Promega, United States), as previously described [11]. Cells were seeded at 1×10^4^ cells per well in 96-well plates. After a 24-h incubation period, the media was withdrawn and 100 μl of medium were added, which contains a range of concentration for EGCG (50, 100, 150, 200, 300 μg/ml) or HC (50, 100, 150, 200 μg/ml). EGCG+HC compounds were titrated to a range of concentrations (1, 10, 50, 100 μg/ml). The treatments were incubated for 24 h. The media was then carefully removed, replaced with new medium, and 20 μl of [3-(4,5-dimethylthiazol-2-yl)-5-(3-carboxymethoxy-phenyl)-2-(4-sulfophenyl)-2-(4-sulfophenyl)-2H-tetrazolium, inner salt] (MTS) was added to each well and incubated for 2 h at 37°C. In a VersaMax ELISA microplate reader, absorbance was measured at 490 nm (Molecular Device, United States). At each concentration, the percentage of viable cells was estimated by dividing the absorbance (490 nm) of treated cells by that of control cells. The cell viability (%) versus concentrations graph was used to calculate the half maximum inhibitory concentration (IC50). All tests were carried out in three independent experiments.

### 2.5 Apoptosis Assay Using Active Caspase-3 and Annexin V-Propidium Iodide Staining

Cells were seeded at a density of 5 × 10^5^ cells/dish in a 60 mm culture dish for all functional assays. EGCG was dissolved in culture medium, while HC was dissolved in ethanol and added to the culture media with stipulated concentration. Cells were collected after 24 h and washed twice with PBS. The assays were carried out as specified in the manufacturer’s procedure. In brief, for active caspase-3 assay, cells were fixed in BD Cytofix/Cytoperm solution, incubated on ice for 20 min, washed with BD Perm/Wash buffer, and then incubated for 30 min at 25°C with FITC rabbit anti-active caspase-3 antibody. For annexin V-propidium iodide staining, cells were resuspended in 1X binding buffer. Annexin-V FITC and propidium iodide (PI) were added and incubated in the dark for 15 min at 25°C. The BD FACSCanto™ flow cytometer and CellQuest Pro (IVD) software (Becton Dickenson, United States) were used to detect fluorescence from a population of 1 × 10^5^ cells. Three independent tests were carried out in triplicate.

### 2.6 Analysis of Cell Cycle Progression

The cells were prepared according to the manufacturers’ protocol. Cells were trypsinized, washed, and fixed in Buffer Solution at 4°C. After 10 min of incubation with trypsin buffer at 25°C, 200 μl of trypsin inhibitor and RNase buffer solution were added and incubated for another 10 min. In a dark room, 200 μl of propidium iodide stain solution were added to the mixture and incubated on ice for 10 min. The analysis were done using the BD FACSAria™ flow cytometer, FACScan and ModFit software (Becton Dickenson, United States).

### 2.7 Wound Healing Test

The wound healing test was carried out as previously reported, with several modifications (Liang et al., 2007). After 24 h of plating in a 6-well plate, cells were scratched with a 200 μl sterile pipette tip, rinsed three times with PBS, and incubated with the treatments for another 24 h. The cells were rinsed twice with PBS before being examined and photographed using a Nikon Eclipse TS100 phase-contrast microscope. Using the NIS-Elements imaging programme, the migration percentage was estimated by comparing cells which migrated into scratched regions to 0 h cells.

### 2.8 Transwell Cell Invasion and Migration Assay

The assays were prepared according to the manufacturers’ protocol (Millipore, United States). Both invasion and migration kits utilized an 8 μm pore size polycarbonated membrane insert. A thin layer of ECMatrix™ were pre-coated on the insert for invasion kit which function to seal the membrane pores and block the non-invasive cell migration. Briefly, 300 μl of cells re-suspended in a serum-free medium was added to the upper chamber, while the bottom well was filled with 500 μl of complete culture medium or treatment. Following 24 h incubation, unmigrated cells were removed from the upper chamber, and the migration insert containing migrated cells were transferred into a clean well containing 400 μl of staining buffer. After 20 min incubation at 25°C, the inserts were rinsed in water, and unmigrated cells were removed from the inside of the insert with a cotton-tipped swab. After drying, the stained inserts were placed to a clean well containing 200 μl of Extraction Buffer for 15 min at 25°C. 100 μl of the mixture solution was pipetted a 96-well plate and the absorbance was measured at 560 nm.

### 2.9 Colony Formation Assay

Following a 24 h treatment with combined EGCG+HC and EGCG/HC singly, approximately 400 cells were plated in a 21 cm^2^ culture dish. The cells were grown in a complete media for 12 days and the medium were replaced every 3 days. On day-12, the colonies formed were washed with PBS, and then fixed for 30 min with a mixture of crystal violet solution and methanol (1:1). The plate were rinsed three times with distilled water to remove any excess staining. ChemiDocTM MP (Biorad, United States) was used to capture the images of the stained plates, and Cell Counter v0.2.1 (http://nghiaho.com/?page id=1011) was used to count the colonies. Each treatment was carried out in triplicate.

### 2.10 Statistical Evaluation

Isobologram analysis based on the Chou-Talalay technique (Chou and Talalay, 1984; Zhao et al., 2004) was used to determine the interaction between the two treatments, with the output represented as combination indexes (CI). The CI between two compounds A and B is as follows:

$$\mathrm{CI}=\frac{d_{1}}{\left(D_{m}\right)1}+\frac{d_{2}}{\left(D_{m}\right)2}$$

Where; CI: combination index *d*_1_: the IC_50_ of combination dose for compound 1 *d*_2_: the IC_50_ of combination dose for compound 2 (*D*_m_)_1_: the IC_50_ dose for compound 1 (*D*_m_)_2_: the IC_50_ dose for compound 2.

The magnitude of synergism/antagonism were measured using CI values. CI values between 0.9 and 0.85 indicate mild synergy, those between 0.7 and 0.3 indicate strong synergistic interactions between the treatments. A near additive effect is shown by CI values ranging from 0.9 to 1.10. SPSS 16.0 software was used to analyse the two-tailed Student’s t-test for comparison with vehicle control only (cell viability with single treatments), or two-way ANOVA for multiple comparisons of apoptosis, cell cycle, migration/invasion, and colony formation tests where *p* < 0.05 were considered statistically significant. The data were presented as mean ± standard deviation (SD).

### 2.11 RNA Library Preparation and Sequencing

After 24 h of glioma cells treatment, total RNA was using TRI Reagent^®^ (Molecular Research Center, United States). RNase-free DNase treatment was used to remove contaminating DNA (QIAGEN), and RNA was purified using the RNeasy Mini Kit (QIAGEN). The quality of the RNA was then determined using an Agilent Bioanalyzer 2100 (Santa Clara, United States) and all readings have a minimum RIN score of 9.5. The Qubit 2.0 Fluorometer was used to measure the amount of RNA (Life Technologies, United States). The cDNA libraries were prepared according to the protocol outlined in the TruSeq RNA sample Preparation Kit v-2 (Illumina, San Diego, United States). The description of the procedure may be found elsewhere (Abdul Rahman et al., 2019). A total of 10–12 samples per lane were multiplexed and sequenced on an Illumina HiSeq 2500 using the paired-end cluster generation kit (Illumina).

### 2.12 RNA-Sequencing Data Processing and Pathway Analysis

The analysis of RNA-seq data was previously described elsewhere (Abdul Rahman et al., 2019). For quality control, RNA-seq raw data was trimmed at a PHRED score of <Q25, with a read length of at least 33 bp, and read quality was evaluated for each sample using FastQC. A total of 28–47 million paired end reads were aligned and mapped against the Human Genome version 37, GRCh37/hg19. Significant differences in gene/transcript expression were determined for pairwise comparisons between two sets of samples using the Empirical analysis of DGE (Robinson and Smyth, 2008) by Negative Binomial distribution followed by Bonferroni multiple testing correction (MTC) and Benjamini–Hochberg false discovery rate (FDR) using the CLC Genomics Workbench (7.0.6 version), and by Cuffdiff 2.0 in Tuxedo Suite pipeline (Trapnell et al., 2012). For each comparison, the intersection of the significant genes discovered using both algorithms were deemed differentially expressed.

Pathway Studio (Ariadne Genomics, United States) was used for network analysis, which included Gene Significant Enrichment Analysis (GSEA), Fisher Exact Test (FET), and subnetwork analysis of RNA-seq data, using the mean of RPKM values, and the gene expression log ratio of treatment to control cells were calculated. DAVID Bioinformatics Resources 6.7 was also used for gene ontology annotation. In the subnetwork analysis, genes were deemed key regulators of a network if they controlled five or more gene targets. These networks give a global picture of potentially important, interacting partners of genes that have undergone significant alterations. For the assessments of alternative splicing expression, two types of analyses were performed using the Partek^®^ Genomics Suite (Partek Inc., United States) and the Tuxedo Suite (Tophat and Cuffdiff 2.0). Alternative splicing entities expressed from both platforms were overlapped (Supplementary Tables S1–S3). The expression of alternative splicing events in both analyses was then overlapped to the list of transcripts expression at *p ≤* 0.05 with FC ≥ 1.5, to get the list of alternative splicing events with a significant differential transcripts expression (Supplementary Tables S1–S3).

### 3.13 Validation of Gene Expression Data by Quantitative Real-Time PCR (qPCR)

The genes were chosen for validation because they either demonstrated the most significant increase or reduction in response to EGCG+HC therapy, are a central gene, or are important to cancer formation. 300 ng of total RNA were used for cDNA synthesis using the iScript™ cDNA Synthesis kit (BioRad, United States). TaqMan^®^ Gene Expression Assays and TaqMan^®^ Fast Advanced Master Mix (Applied Biosystem, United States) were used for the amplification of genes and transcripts. cDNA synthesis reactions were performed on Veriti^®^ Thermal Cycler (Applied Biosystems) and qPCR were performed on CFX96 Touch™ C1000 Touch Thermal Cycler (BioRad, United States). The data were normalized to the expression of housekeeping genes TATA box binding protein (*TBP*) or glucuronidase, beta (*GUSB*) and analyzed using the standard 2^-∆∆CT^ method.

## 3 Results

### 3.1 Treatment of EGCG or HC Singly and Its Combination Decreases Glioma Cell Viability

We have previously reported the effect EGCG and HC singly on glioma cell viability (Abdul Rahman et al., 2014;Rahman et al., 2014). The optimum IC50 doses for EGCG, HC and its combination for each cell lines were obtained by performing an initial dose response curve (Figure 1). The growth of 1321N1, SW1783 and LN18 cells was inhibited with the inhibitory concentration at 50% cell death (IC50) values for EGCG ranging from 82 to 302 µg/ml (Rahman et al., 2014) and HC (Abdul Rahman et al., 2014) with values of IC50 between 75–119 µg/ml (Table 1). The cytotoxicity induced by EGCG and HC was found to be dose dependent with 58–84% and 90–95% inhibition respectively achieved after 24 h of treatment (Figure 1).

**FIGURE 1:**
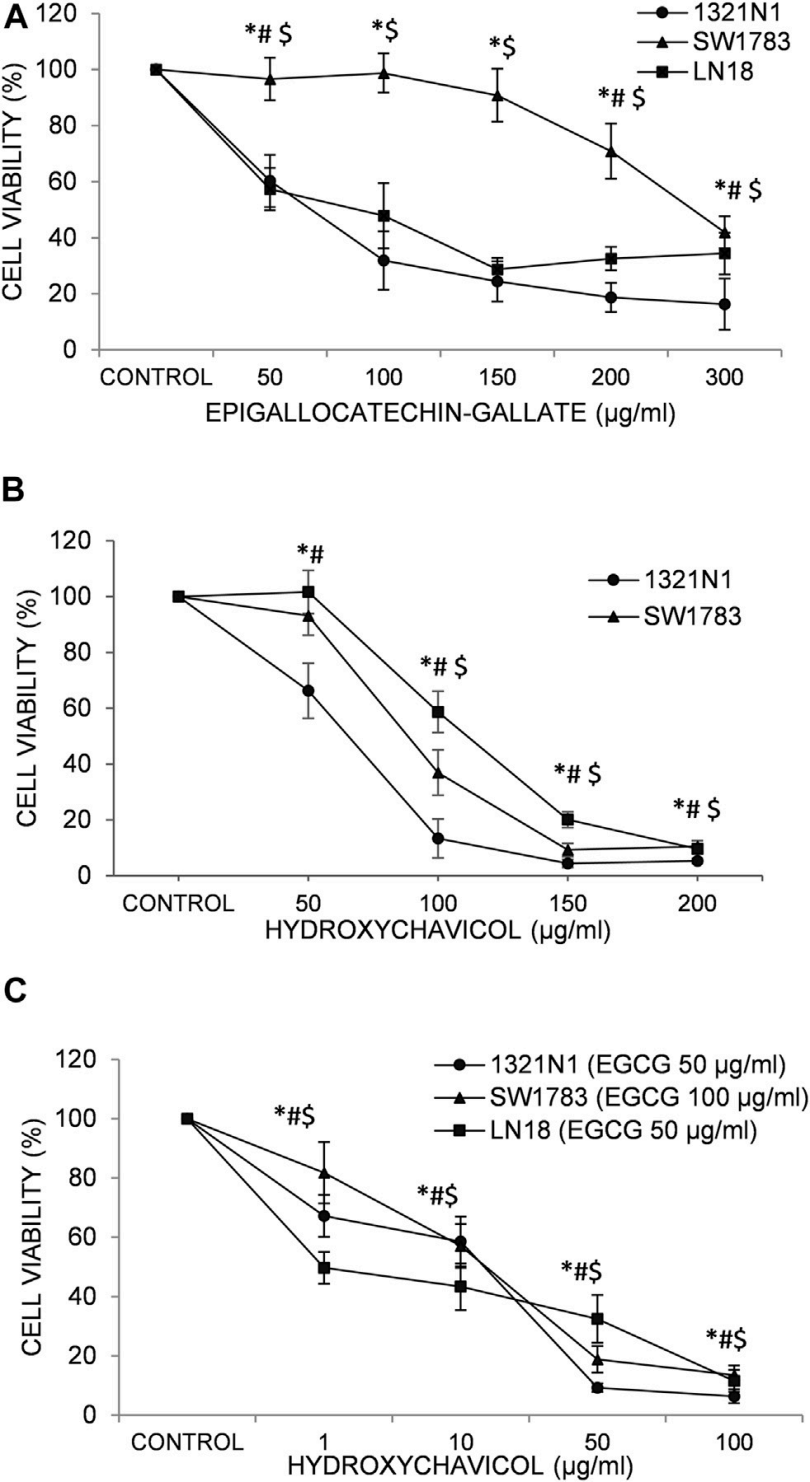
The effects of **(A)** epigallocatechin-3-gallate (EGCG); **(B)** hydroxychavicol (HC); and **(C)** EGCG+HC on 1321N1, SW1783, and LN18 after 24-h. The data reflects the mean±SD of three independent experiments. *p < 0.05 compare to 1321N1vehicle control, #*p* < 0.05 compare to SW1783 vehicle control, and $*p* < 0.05 compare to LN18 vehicle control.

**TABLE 1:** 50% Inhibitory concentration (IC50) of EGCG and HC on 1321N1, SW1783 and LN18 cells. Viable cells (%) were expressed as the mean ± SD of three independent experiments.

Cell lines	Compound	IC50 value (µg/ml)	Viability (% cells)^a^
Grade II	Epigallocatechin-gallate (EGCG)	82 ± 12.31	16.3 ± 9.2
1321N1	Hydroxychavicol (HC)^b^	75 ± 7.51	5.2 ± 0.89
Grade III	Epigallocatechin-gallate (EGCG)	302 ± 9.10	41.9 ± 5.74
SW1783	Hydroxychavicol (HC)^b^	95 ± 5.83	10.5 ± 2.04
Grade II	Epigallocatechin-gallate (EGCG)	134 ± 11.36	34.4 ± 7.41
LN18	Hydroxychavicol (HC)^b^	119 ± 7.77	9.6 ± 1.66

a Cell viability (%) following a 24 h treatment of the highest concentration value of each compound.

b The results for the treatment of EGCG and HC singly against the viability of glioma cells have been published previously (Abdul Rahman et al., 2014; Rahman et al., 2014).

The lower IC50 values of EGCG (50/100 μg/ml; compared to the IC50 values of EGCG obtained, ranging from 82 to 302 μg/ml (Table 1)) were titrated on a range of HC concentrations (1–100 μg/ml). Results obtained showed lower IC50 values ranging from 10 to 25 μg/ml for HC when combined with EGCG (Table 2), compared to HC treatment alone on glioma cells (Table 1). Moreover, the combination dose of EGCG and HC were observed to induce morphological changes in the glioma cells by microscopic examination (Figures 2A,B).

**TABLE 2:** The ratio of combined EGCG and HC at 50% inhibitory concentration (IC50) of 1321N1, SW1783, LN18 cells and its combination index (CI).

Type of cell line	EGCG:HC	IC50^a^ [µg/ml]	EGCG^b^ [µg/ml]	HC^b^ [µg/ml]	Combination Index^c^ (CI)
1321N1	5: 2	20	82	75	0.88 ± 0.05
SW1783	4: 1	25	300	95	0.54 + 0.05
LN18	5: 1	10	134	119	0.43 + 0.06

a IC50 of combined compounds.

b IC50 of compound A or B.

c CI < 1.0 indicates synergism; 0.9 < CI < 1.10, near additive; CI > 1.10 indicates antagonism.

**FIGURE 2:**
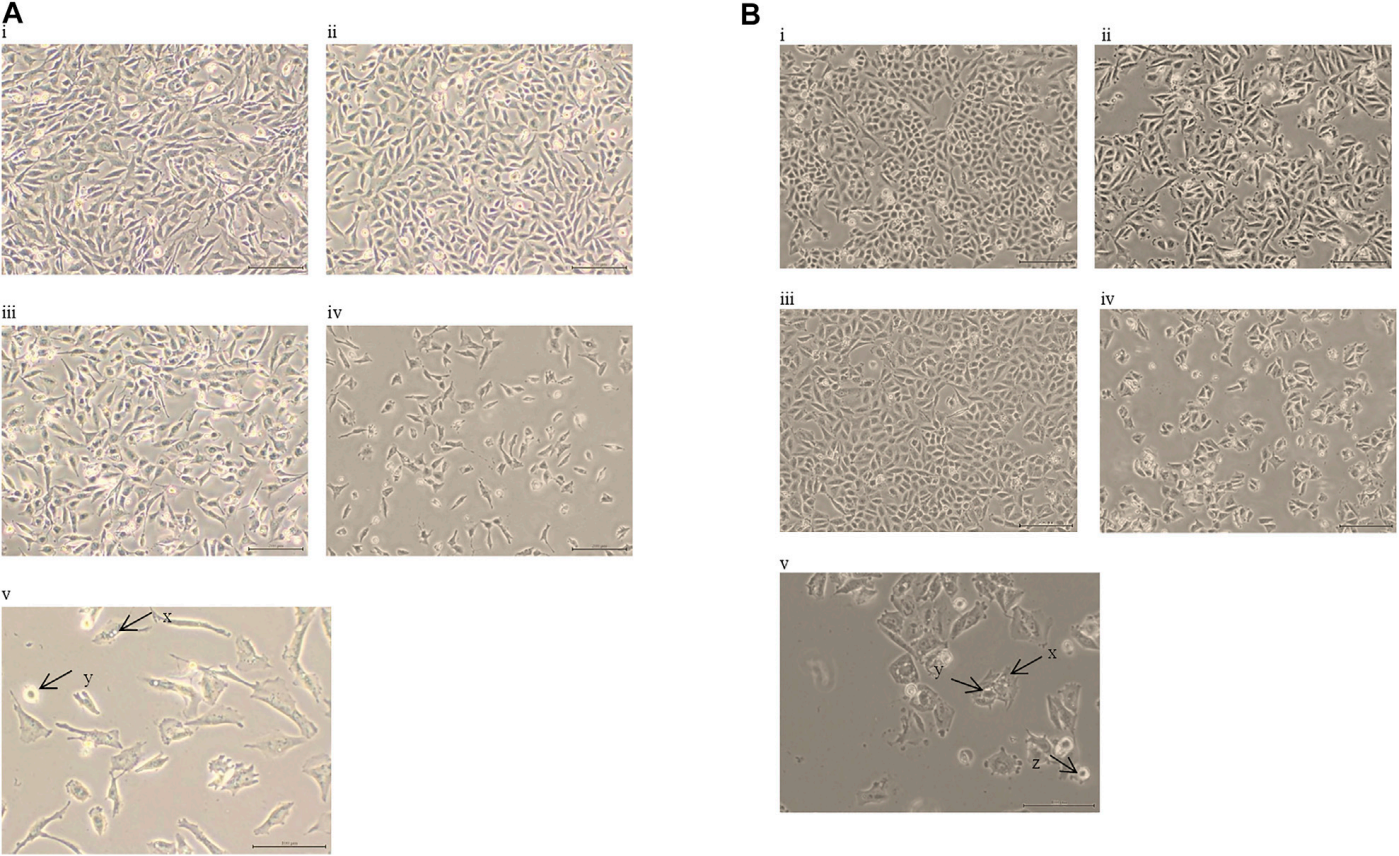
**(A)** Morphological alterations in 1321N1 cells following treatment with i. vehicle control cells, ii. EGCG 50 µg/ml, iii. HC 20 µg/ml, iv. 50 µg/ml of EGCG + 20 µg/ml of HC, v. scale 100 µm; 50 µg/ml of EGCG + 20 µg/ml of HC; for 24 h (40× magnification). The arrows indicate; x. vacuolated cytoplasm and y. cell shrinkage; **(B)** Morphological alterations in LN18 cells following treatment with i. vehicle control cells, ii. EGCG 50 µg/ml, iii. HC 10 µg/ml, iv. 50 µg/ml of EGCG + 10 µg/ml of HC, v. scale 100 µm; 50 µg/ml of EGCG + 10 µg/ml of HC; for 24 h (40× magnification). The arrows indicate; x. vacuolated cytoplasm, y. the collapse of nucleus, and z. cell shrinkage.

### 3.2 Isobologram Analysis of Treatments

The suppression of cell viability was shown to be stronger in the combination of EGCG+HC at lower concentrations than either component alone (Figure 1C, Table 2). An isobologram plot was done for synergism analysis (Supplementary Figure S1) and to determine the combination index (CI). Synergistic interactions were seen in all glioma cells treated with combined sub-effective concentrations of EGCG and HC, as shown in Table 2, with CI = 0.88 for 1321N1, CI = 0.54 for SW1783, and CI = 0.43 for LN18 cells. The combined EGCG+HC treatment for 1321N1 is 50 μg/ml EGCG + 20 μg/ml HC, SW1783 is 100 μg/ml EGCG + 25 μg/ml HC and LN18 is 50 μg/ml EGCG + 10 μg/ml HC.

### 3.3 Combined EGCG+HC Induced Apoptosis by Triggering Caspase-3 Activation

The synergy effect of combined EGCG+HC on 1321N1 and SW1783 amount to multiplication of caspase-3 activation of 52 and 57% respectively than by either EGCG or HC alone (Figure 3). Induction of active caspase-3 in LN18 EGCG+HC treated cells was observed to be the lowest (9.4%) compared to both 1321N1 and SW1783 (Figure 3).

**FIGURE 3:**
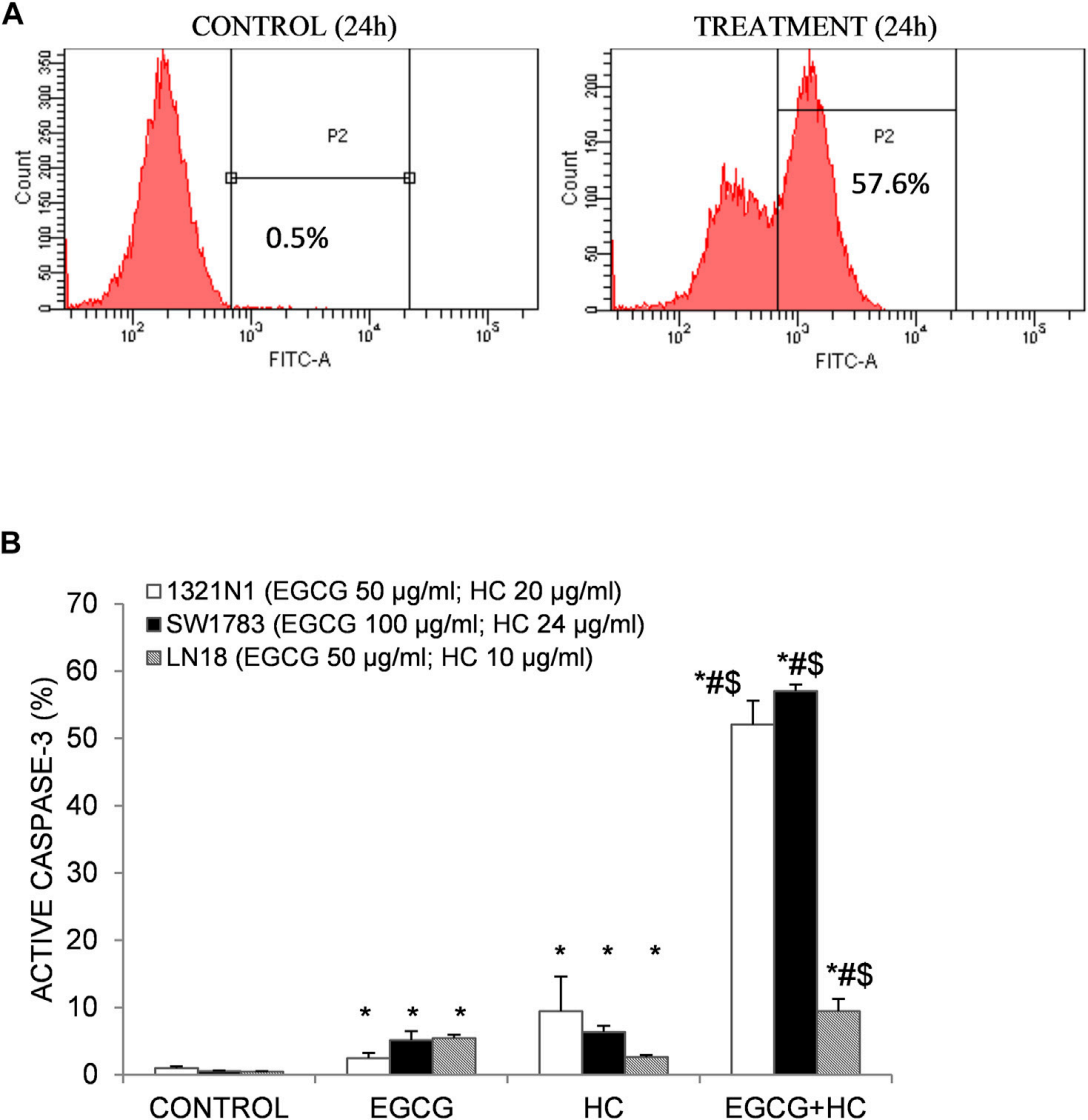
**(A)** Flow cytometry detection of apoptosis following caspase-3 antibody staining. An example of an active caspase-3 detection diagram using 1321N1 cells: viable cells are indicated in the left quadrant, while active caspase-3 is displayed in the right quadrant (P2). **(B)** As evidenced by the presence of active caspase-3, combined EGCG+HC triggered stronger induction of apoptosis in 1321N1, SW1783, and LN18 cells than either EGCG/HC alone. Data represents mean±SD of three independent experiments. *p < 0.05 compare to vehicle control, #*p* < 0.05 compare to EGCG, $*p* < 0.05 compare to HC.

Figure 4B shows that the percentage of both early (29.4%) and late (8.3%) apoptotic cells for EGCG+HC treatment in 1321N1 cells increased significantly compared to vehicle control and EGCG, but no changes were observed when compared to HC treatment alone. An increase of early (17.1%) and late (32.5%) apoptosis in LN18 treated with combined EGCG+HC was observed when compared to vehicle control and HC alone, but no changes were observed for early apoptosis when compared to EGCG treatment alone (Figure 4D). While for SW1783, a significant increase was seen in the percentage of late apoptosis (64%) for cells treated with EGCG + HC compared to vehicle control, ECGC (32%) or HC (14.6%) treatment alone (Figure 4C).

**FIGURE 4:**
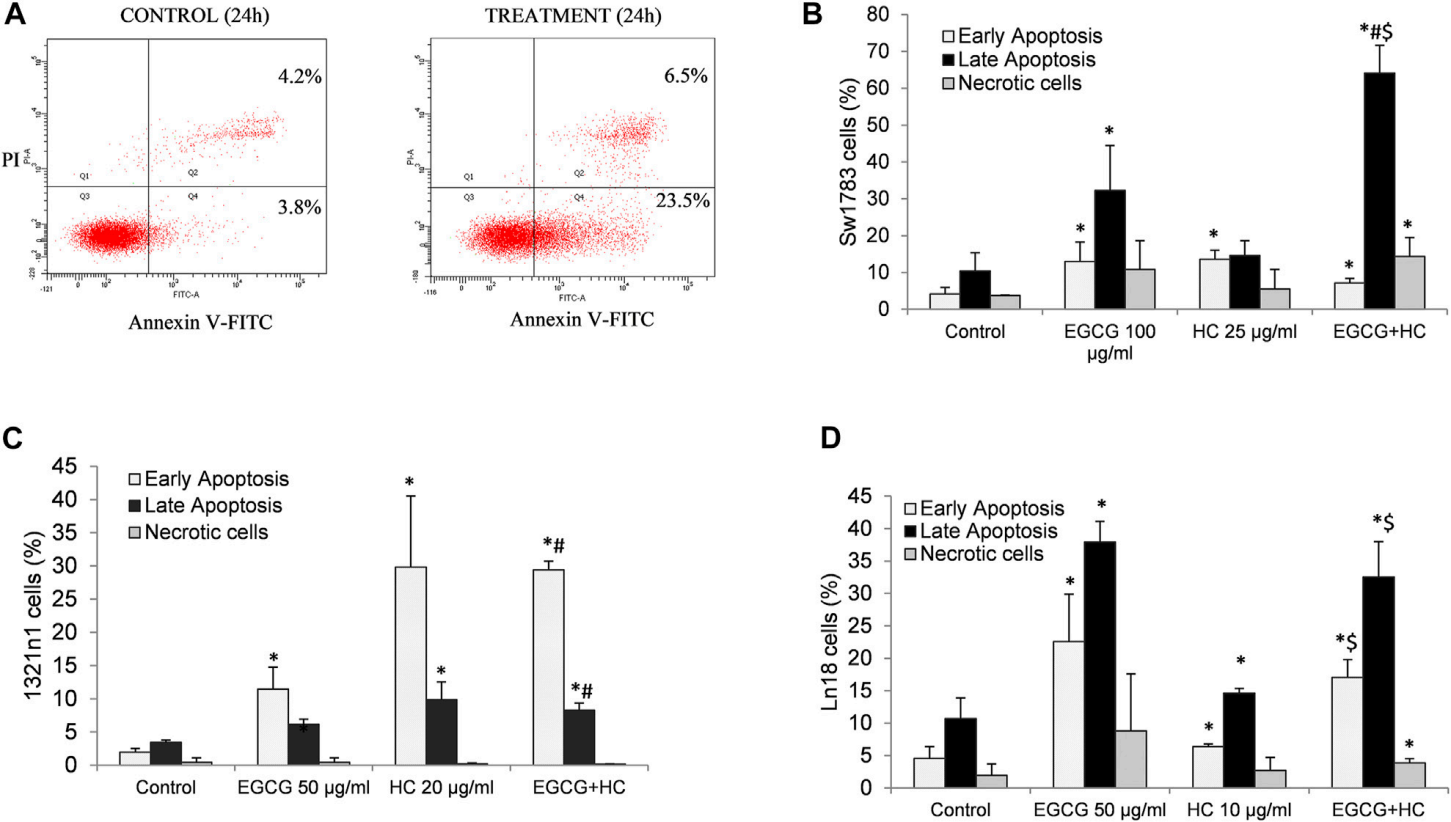
**(A)** Flow cytometry detection of apoptosis following annexin V-FITC/propidium iodide (PI) labelling. The lower left quadrant (Q3) contains viable cells, the lower right quadrant (Q4) contains early apoptotic cells, the upper right quadrant contains late apoptotic cells, and the upper left quadrant contains non-viable necrotic cells (Q1). A bar graph displaying the mean values from three independent experiments for **(B)** 1321N1, **(C)** SW1783, and **(D)** LN18. *p < 0.05 compare to control early or late apoptosis respectively, #*p* < 0.05 compare to EGCG early or late apoptosis respectively, $*p* < 0.05 compare to HC early or late apoptosis respectively.

### 3.4 The Effect of Combined EGCG+HC on Normal Cells

Figure 5 shows that no cytotoxicity was observed on normal cells (foreskin fibroblasts cells and WRL68) for combined EGCG+HC treatment using IC50 doses of 1321N1 (50 μg/ml EGCG + 20 μg/ml HC) and LN18 (50 μg/ml EGCG + 10 μg/ml HC) obtained from the MTS assay data. However, a significant reduction of cell proliferation was seen on normal cells using the combination dose of SW1783 (100 μg/ml EGCG + 25 μg/ml HC) (Figure 5). For this reason, the dose of 100 μg/ml EGCG + 25 μg/ml HC on SW1783 was excluded for further testing.

**FIGURE 5:**
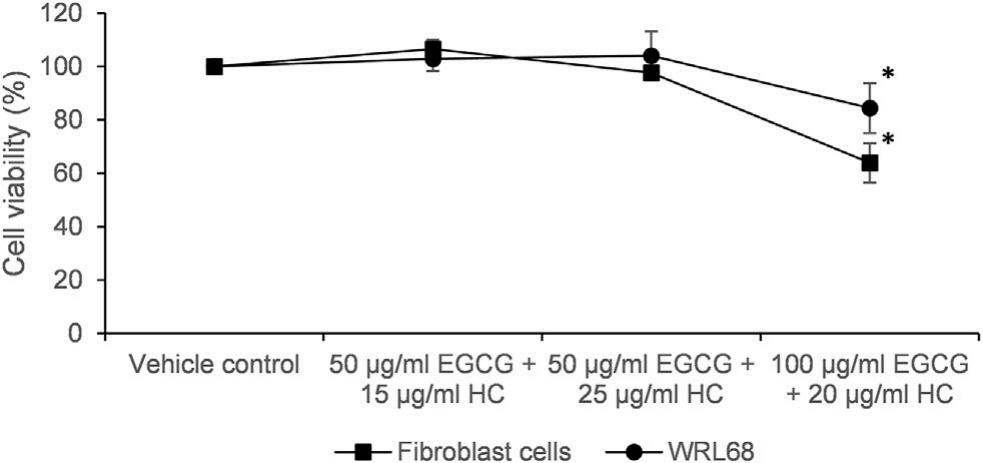
Cytotoxicity of EGCG+HC on normal cells; foreskin fibroblast cells and WRL68 using the IC50 of combined EGCG+HC treatment: 50 μg/ml EGCG + 20 μg/ml HC (dose for 1321N1), 100 μg/ml EGCG + 25 μg/ml HC (dose for SW1783) and 50 μg/ml EGCG + 10 μg/ml HC (dose for LN18).

### 3.5 The Effect of Combined EGCG+HC on Cell Cycle Progression of Glioma Cells

The proportion of cells in G0/G1 phase reduced (35% for 1321N1 and 30.4% for LN18, respectively) in EGCG+HC treated cells when compared to vehicle control, while S phase was enhanced in 1321N1 (50.4%) and LN18 (49.9%) compared to the vehicle control and EGCG alone (Figure 6). The G2M phase was marginally reduced (14.6%) compared to the vehicle control (Figure 6A).

**FIGURE 6:**
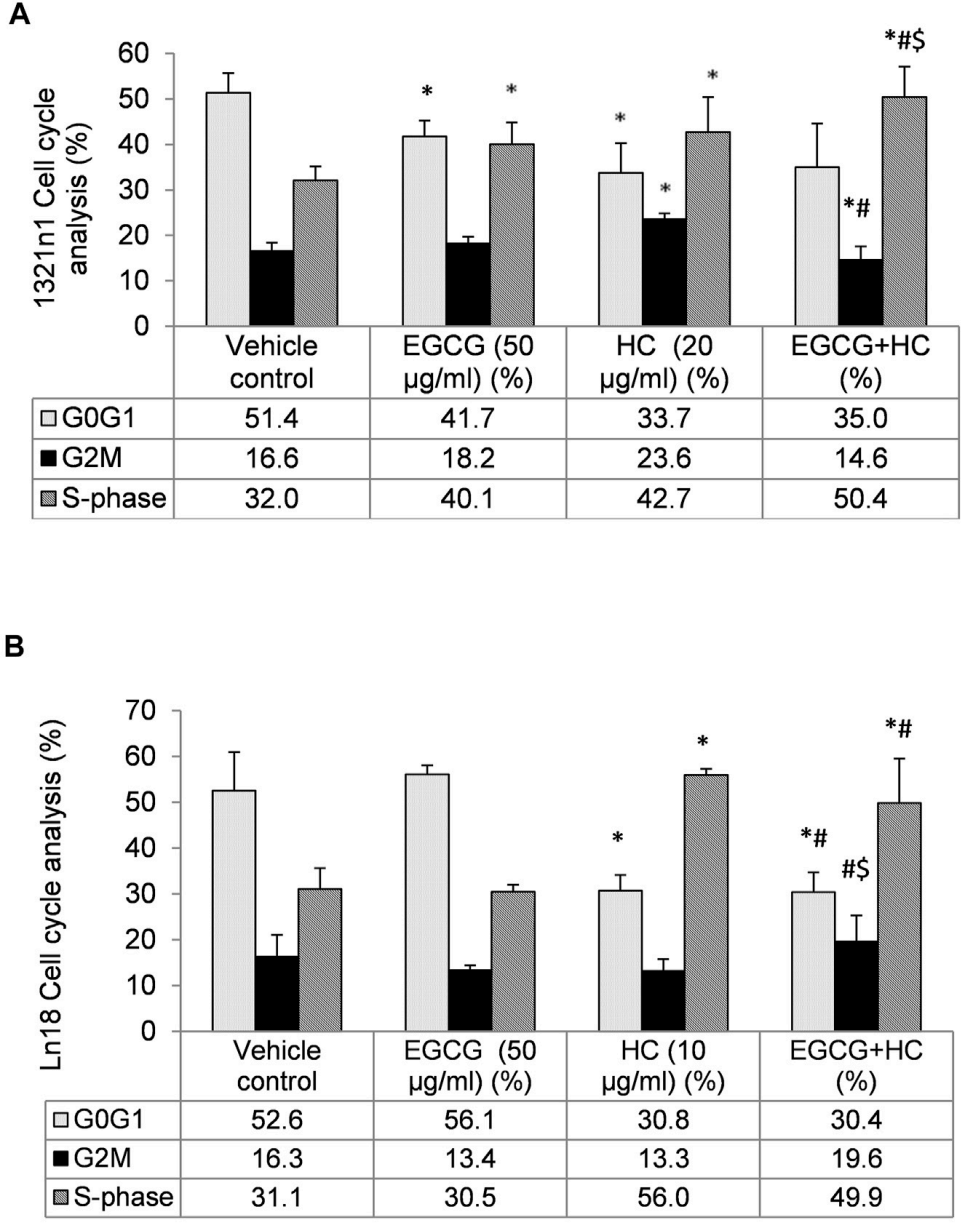
The distribution of **(A)** 1321N1 and **(B)** LN18 cells in the cell cycle phases. The data indicate the mean±SD (*n* = 3). *p < 0.05 compare to vehicle control, #*p* < 0.05 compare to EGCG, $*p* < 0.05 compare to HC.

### 3.6 The Effect of EGCG+HC on the Migration and Invasion of Glioma Cells

In the wound healing experiment, 1321N1 and LN18 cells treated with EGCG+HC had lower migratory potential, with only 10.9 and 14.8% of cells migrated, respectively, as compared to the vehicle control and cells treated with EGCG/HC alone (Figure 7). Transwell migration assays revealed a similar outcome, with less 1321N1 (34.8%) and LN18 (50.7%) EGCG+HC treated cells migrated across the membranes compared to the vehicle control and EGCG/HC alone (Figure 8A). A thin coating of ECM was utilised as an impediment to non-invasive cells *in vitro* in the transwell invasion experiment. As indicated in Figure 8B, EGCG+HC treated cells had lower percentage of 1321N1 and LN18 cell invasion (42.1 and 52.8% respectively) compared to vehicle control and EGCG/HC alone.

**FIGURE 7:**
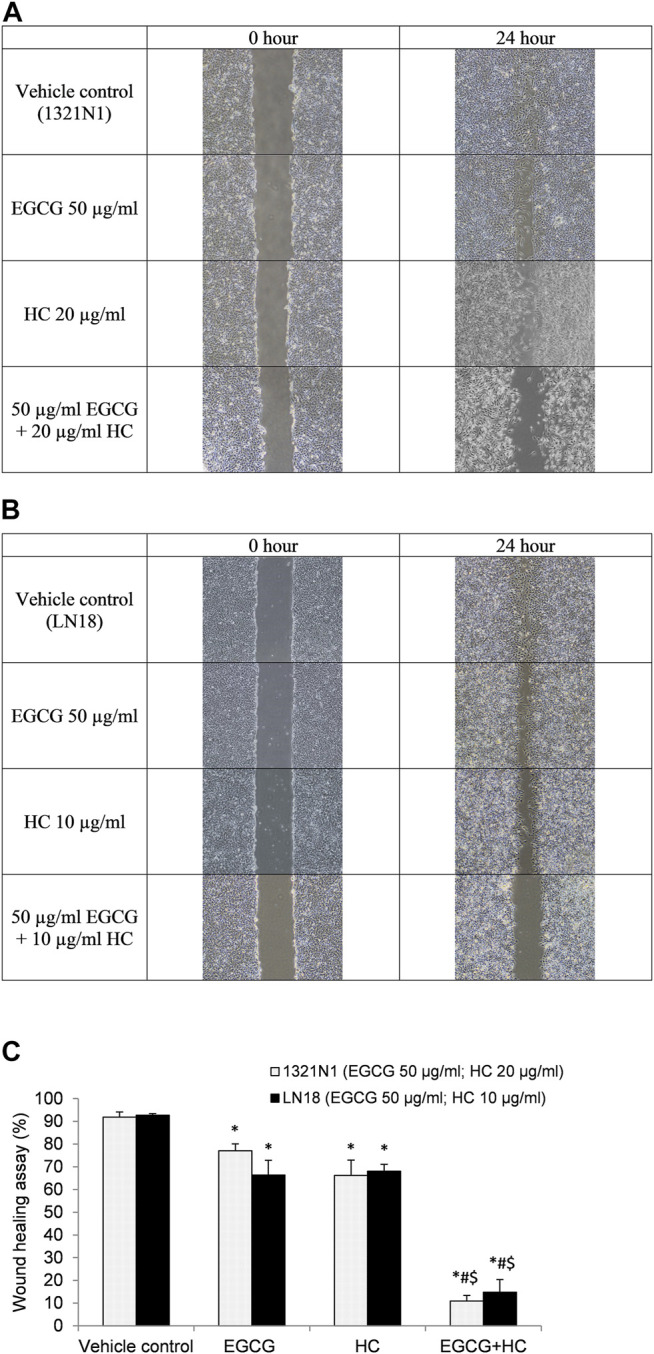
Wound healing assay. The photo was taken at 0- and 24-h following the scratch test. **(A)** 1321N1 cells were treated for 24-h 50 μg/ml EGCG, 20 μg/ml HC, or EGCG+HC, and **(B)** LN18 cells were treated for 24-h with 50 μg/ml EGCG, 10 μg/ml HC, or EGCG+HC. **(C)** The percentage of wound healing closure (%) of 1321N1 and LN18 treated with EGCG, HC, and EGCG+HC. *p < 0.05 compare to control, #*p* < 0.05 compare to EGCG, $*p* < 0.05 compare to HC.

**FIGURE 8:**
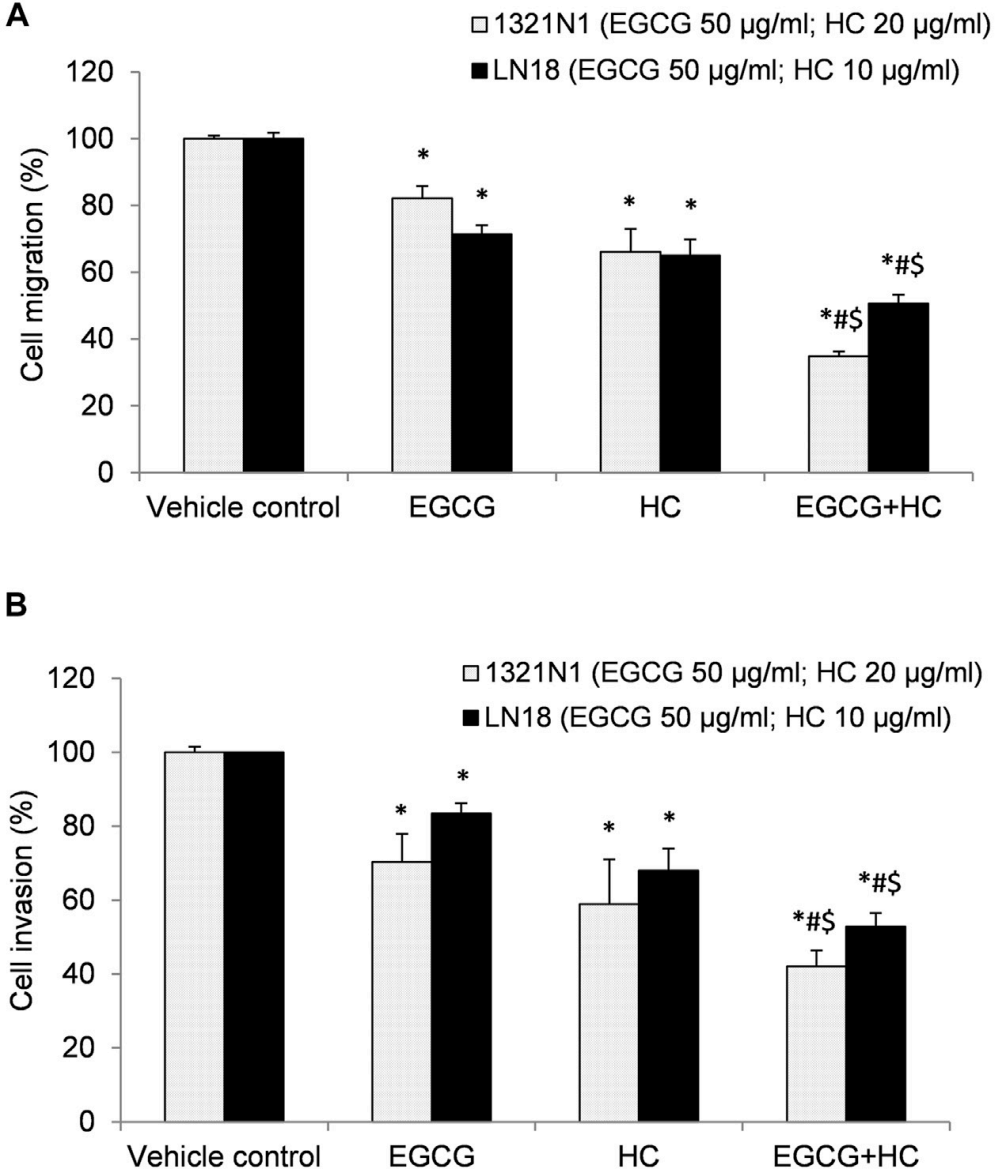
**(A)** Cell migration, and **(B)** cell invasion of 1321N1 and LN18 treated with EGCG+HC. The proportion of cell migration/invasion was represented as a percentage of the vehicle control. Each bar reflects the mean ± SD determined from three independent experiments. *p < 0.05 compare to control, #*p* < 0.05 compare to EGCG, $*p* < 0.05 compare to HC.

### 3.7 The Effect of EGCG+HC on Colony Formation of Glioma Cells

EGCG+HC treatment was more effective than vehicle control and EGCG/HC singly in preventing 1321N1 and LN18 cell colony formation with 10.5 and 11.8% of colonies survived, respectively (Figure 9).

**FIGURE 9:**
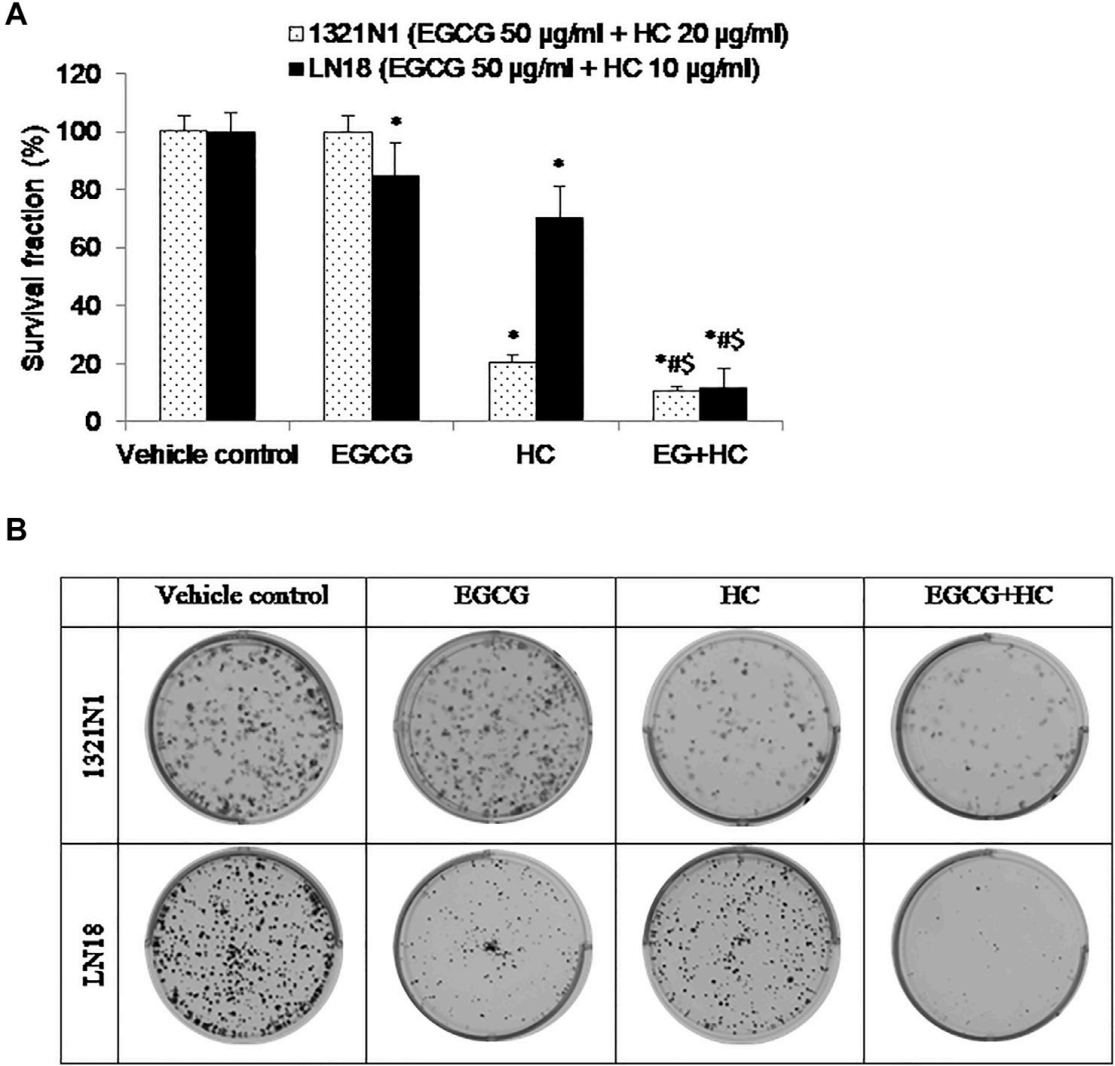
**(A)** The bar graph depicts the suppression of glioma cell colony formation by EGCG, HC, and EGCG+HC in 1321N1 and LN18 cells. **(B)** 1321N1 and LN18 cell colonies treated with EGCG, HC, and EGCG+HC. Each bar reflects the mean±SD determined from three independent experiments. *p < 0.05 compare to control, #*p* < 0.05 compare to EGCG, $*p* < 0.05 compare to HC.

### 3.8 Glioma Cell Lines Expression Profiles

Supplementary Table S1 illustrates a total of 2103 and 2442 differentially expressed genes (FDR *p* ≤ 0.05 and fold change (FC) ≥ 1.5) in 1321N1 and LN18, respectively, treated with EGCG+HC compared to controls. 

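RNA was sequenced from 2 glioma cell lines, 1321N1 (grade II) and LN18 (grade IV). Controls were vehicle controls, which the paper describes as given ethanol. Others were treated for 24 h with EGCG, the main green tea catechin, with HC, a betel leaf phenol, or with both (EGCG+HC). EGCG was used at 50 µg/ml in both lines, and HC at 20 µg/ml in 1321N1 and 10 µg/ml in LN18. Each line and treatment had 3 libraries, 24 in all, which the labels of the samples give as independent tests. RNA was extracted with TRI Reagent and RNeasy columns, and libraries were made with a TruSeq RNA kit. The kit selects RNA with a poly(A) tail and does not keep the strand, so that antisense transcripts are counted with the gene they overlap. The authors trimmed the paired-end reads, aligned them to GRCh37 (hg19) and computed reads per kilobase per M counted reads (RPKM) for each gene. The gene annotation and the counting rules are not given in the sources used here.

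The values used here are these RPKM, from which the depth was recovered through the steps between low values in genes of a single exon, where the smallest step is 1 read. It came to 13.6 to 32.4 M counted reads per library (M, mega), with a median of 19.1 M. In 1321N1 the median was 16.9 M in controls (16.9 to 18.8), 17.7 M with EGCG (15.4 to 28.9), 14.1 M with HC (13.6 to 19.6) and 22.8 M with EGCG+HC (20.9 to 25.8). In LN18 it was 22.8 M in controls (15.3 to 32.4), 22.1 M with EGCG (20.5 to 26.1), 17.2 M with HC (16.8 to 19.4) and 17.7 M with EGCG+HC (15.8 to 20.3). The depths of 1321N1 EGCG replicates 2 and 3 are the least certain, since only 67.2 and 62.3% of their 58 and 53 low values lay within 0.1 of a whole number of reads. The paper states 28 to 47 M paired-end reads, and why the number here is smaller was not tested. At this depth 1 RPKM in a gene of 2 kb stands for 27.3 to 64.8 reads, which is a counting error of 12.4 to 19.1%.

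Genes of the mitochondrial genome held 11.4% ± 0.54 (SD, n = 3) of all RPKM in 1321N1 controls, 10.0% ± 0.334 with EGCG, 7.76% ± 0.482 with HC and 7.55% ± 0.436 with EGCG+HC. The shares in LN18 were 6.32% ± 0.311, 7.42% ± 0.177, 6.82% ± 0.38 and 9.02% ± 0.229 in the same order. Values were compared as log2(RPKM + 1) with limma, over the genes with a mean of at least 1 RPKM in the libraries compared. The added 1 makes the fold change of a gene with low RPKM smaller than the ratio of its means. A gene counts as higher or lower at an adjusted p of at most 0.05 (Benjamini-Hochberg) and a fold change of at least 1.5. In the 1321N1 EGCG group, replicates 2 and 3 list 263 genes at 0 that stand above 1 RPKM in replicate 1, a limit for each comparison with that group but not for EGCG+HC against control.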

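HMOX1, which encodes the heme-degrading enzyme heme oxygenase 1, rose in both lines, by a log2 fold change of 6.95 (SE 0.05, adjusted p = 5.32e-09) in 1321N1 and 4.56 (SE 0.06, adjusted p = 1.74e-08) in LN18 (n = 3 libraries per group). The gene lies on chromosome 22 from 35776354 to 35790207 (GRCh37). In 1321N1 the other large rises included AKR1C1, an aldo-keto reductase, at 4.99 (SE 0.06, adjusted p = 7.17e-09), and ZFAND2A, a zinc finger gene induced by arsenite, at 4.82 (SE 0.05, adjusted p = 5.32e-09). Reads of AKR1C1 may be shared with its near-identical relatives, so its level is uncertain. In LN18 the other large rises were in RNAs known by clone names, such as AC005682.6 at 4.75 and RP11-12M5.4 at 4.44, and in the pseudogene RPLP0P2 at 4.22. RP11-12M5.4 also rose in 1321N1, from 0.605 ± 0.496 to 40.2 ± 0.802 RPKM (SD, n = 3).

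EGCG+HC changed 5717 of 13912 genes tested in 1321N1 and 6396 of 13807 in LN18. Of 12274 genes tested in both lines, 1722 were higher in both and 1328 were lower in both, against 626 and 495 for independent calls. A further 63 were higher in 1321N1 and lower in LN18, and 47 the other way round, against 613 and 505. The large rises named above were chosen among genes in which all 3 EGCG+HC libraries stood above all 3 controls. The counts became 2109 and 2382 over genes with a mean of at least 10 RPKM, where only 5172 and 5134 genes were tested. They became 11253 and 11602 with no limit on the fold change, and 3652 in 1321N1 with a Bonferroni adjusted p. The paper's genes are those shared by the tests of CLC and Cuffdiff, so that its counts and shares are not of like calls.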

The list of the most significantly expressed genes with the highest FC is shown in Supplementary Tables S2A,B. Approximately 52.8% (1321N1) and 61.5% (LN18) genes were downregulated in EGCG+HC treated cells compared to controls. 

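Among genes with at least 10 RPKM in controls, the largest falls with EGCG+HC in 1321N1 were in ID1 and ID3, inhibitors of differentiation that are induced by BMP signals, and in SMAD6, an inhibitor of the same signal. ID1 fell from 206 ± 18.2 to 16.6 ± 0.568 RPKM (SD, n = 3), a log2 fold change of -3.55 (SE 0.06, adjusted p = 3.44e-08). SMAD6 had -3.53 (SE 0.05, adjusted p = 1.73e-08) and ID3 -3.31 (SE 0.07, adjusted p = 5.96e-08). LFNG, a glycosyltransferase that modifies Notch receptors, fell from 12.8 ± 1.01 to 0.665 ± 0.103 RPKM. In LN18 the largest fall was in F3, the gene of tissue factor, which starts blood clotting, from 356 ± 13.0 to 21.3 ± 0.906 RPKM, a log2 fold change of -4.00 (SE 0.04, adjusted p = 1.63e-08). TGFB2, a growth factor of the TGF-β family, had -2.91 (SE 0.05, adjusted p = 3.11e-08), the Cdc42 effector CDC42EP3 -2.79 and the interleukin 7 receptor gene IL7R -2.73. CPA4, a carboxypeptidase gene, fell in both lines, with log2 changes of -2.64 in 1321N1 and -3.14 in LN18. These genes were chosen among those in which the 3 EGCG+HC libraries stood below the 3 controls.

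In 1321N1, 3217 genes were higher and 2500 lower, which makes 43.7% lower. In LN18, 3331 were higher and 3065 lower, which makes 47.9% lower. The lower genes became the larger part in both lines with quantile normalization (52.6% in 1321N1, 52.5% in LN18) and with values rescaled over genes other than mitochondrial ones (50.9% and 54.9%). They were also the larger part in 1321N1 with no limit on the fold change (50.4%), and in LN18 over genes with a mean of at least 10 RPKM (51.6%) or with a Bonferroni adjusted p (50.7%).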

According to the hierarchical clustering analysis, all of the control and treatment groups were well separated and grouped based on their expression similarity (Supplementary Figure S2). 

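In 1321N1, the first division of the tree separated the HC and EGCG+HC libraries from the control and EGCG libraries. In LN18, the first division separated the EGCG+HC libraries from all others. Each of the 12 LN18 libraries had its nearest neighbour within its own group, and so did 11 of the 12 libraries of 1321N1. The exception was replicate 1 of the 1321N1 EGCG group, which was nearest to a control library. Replicates 2 and 3 of that group list 263 genes at 0 that stand above 1 RPKM in replicate 1. Of these, 249 are above 0 in every other 1321N1 library that lists them, so replicate 1 is not the unusual library there. Without the genes that set these libraries apart, 12 of 12 had their nearest neighbour in their own group, which that choice of genes largely fixes.

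Across genes, the mean correlation of 1321N1 control libraries was 0.964 with EGCG, 0.876 with HC and 0.855 with EGCG+HC libraries, and that of HC with EGCG+HC libraries was 0.942. In LN18, control libraries had a mean correlation of 0.952 with EGCG, 0.966 with HC and 0.851 with EGCG+HC libraries. Libraries of the same group had mean correlations of 0.977 (1321N1 EGCG) to 0.995. Genes are not independent replicates, so these values carry no p. The first principal component held 66.8% of the variance in 1321N1 and 65.1% in LN18. Clustering used average linkage on 1 minus the Pearson correlation of log2 values over 13727 genes in 1321N1 and 13686 in LN18.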

The red colour represented elevated genes, whereas the green colour represented downregulated genes.

### 3.9 Glioma Cell Lines Transcript and Alternative Splicing Expression Changes

Approximately 3782 (1321N1) and 4793 (LN18) transcripts were differently expressed in EGCG+HC treated cells when compared to controls (FDR *p* ≤ 0.05 with fold change (FC) ≥ 1.5) (Supplementary Table S3). The list of the most significantly expressed genes with the highest FC is shown in Supplementary Tables S4A,B. The results revealed that around 27% of transcripts in both cell lines were selectively expressed, with no alterations seen in genes corresponding to the transcripts expressed (Supplementary Table S5). The Partek^®^ Genomics Suite and Tuxedo were used to evaluate the transcripts implicated in alternative splicing events (Supplementary Table S6). The alternative splicing expression generated from Partek ∩ Tuxedo ∩ transcript (FC ≥ 1.5) is provided in the Supplementary Tables S7A,B. Alternative splicing expression of DYNLL1 (downregulated) and DDX39B (upregulated) transcript were altered in 1321N1, whereas RBMX (downregulated) and SEC31A (downregulated) transcript were altered in LN18 treated with EGCG+HC.

### 3.10 Pathway Analysis and Functional Enrichment

Table 3 (GSEA)summarised the biological pathways and the number of genes implicated (control vs treatment). 

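HSPA5, the main chaperone of the ER, rose from 217 ± 7.15 to 539 ± 3.56 RPKM (SD, n = 3) with EGCG+HC in 1321N1 and from 119 ± 5.88 to 496 ± 5.38 RPKM in LN18. HERPUD1, which takes part in the degradation of ER proteins, had log2 fold changes of 2.57 (SE 0.06, adjusted p = 6.83e-08) in 1321N1 and 3.21 (SE 0.03, adjusted p = 1.63e-08) in LN18. The co-chaperone gene DNAJB9 had 3.38 and 3.23. PPP1R15A (GADD34), which returns protein synthesis after stress, had 4.73 (SE 0.05, adjusted p = 7.17e-09) and 3.00 (SE 0.07, adjusted p = 5.62e-08). All 3 EGCG+HC libraries stood above all 3 controls of their line in each of these genes.

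Of 22 measured genes of the PERK, ATF4 and CHOP arm of the stress response, 19 were higher in 1321N1 and 1, ATF5, was lower (median log2 fold change 1.91, camera adjusted p = 3.56e-07, and adjusted p = 0.234 with an estimated correlation). In LN18, 17 of 23 were higher and 1, again ATF5, was lower (median 1.66, adjusted p = 6.98e-06, and adjusted p = 0.305 with an estimated correlation). Of the ER chaperones and degradation factors, 14 of 33 were higher and none lower in 1321N1 (median 0.47, adjusted p = 4.25e-06, and adjusted p = 0.198 with an estimated correlation). In LN18, 14 of 34 were higher and 1, CRELD2, was lower (median 0.51, adjusted p = 2.45e-05, and adjusted p = 0.305 with an estimated correlation). Of 10 ER stress sensors and their targets, 3 were higher and 1 lower in 1321N1 (median 0.02, and -0.02 with quantile normalization), and 3 were higher and 4 lower in LN18 (median -0.11, mean 0.14). Their camera adjusted p was 0.837 and 0.804. The kinase gene ERN1 (IRE1) was among those that rose in 1321N1, at 0.99, and the transcription factor gene CREB3L1 among those that fell, at -1.44.

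Among genes of the inflammatory response, 10 of 16 were higher and 1, the NF-κB inhibitor gene NFKBIA, was lower in 1321N1 (median 0.89, camera adjusted p = 0.00599, and adjusted p = 0.198 with an estimated correlation). In LN18, 10 of 22 were higher and 3 lower, namely PTX3, CCL2 and SOCS3, and the list as a whole did not pass (median 0.56, camera adjusted p = 0.0672). The chemokine gene IL8 (CXCL8) rose by 2.69 (SE 0.06, adjusted p = 8.47e-08) in 1321N1 and 3.95 (SE 0.17, adjusted p = 5.50e-07) in LN18. CXCL3, another chemokine gene, rose by 1.94 and 1.51. PTGS2, the gene of cyclooxygenase 2, rose in 1321N1 from 0.391 ± 0.0955 to 3.97 ± 0.13 RPKM. Adjusted over the list alone, the counts of these lists were the same, which says little because the limit on the fold change sets most calls. In 3 of 3 EGCG+HC libraries of each line the median of each list that passed lay above the controls. The same held for the ER stress sensors of 1321N1, which did not pass (median 0.02), so it does not set the passing lists apart. With an estimated correlation none of these lists passed. That test has few degrees of freedom in a fit of 6 libraries, so that failing it does not show that a list did not move.

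**Figure D1:**
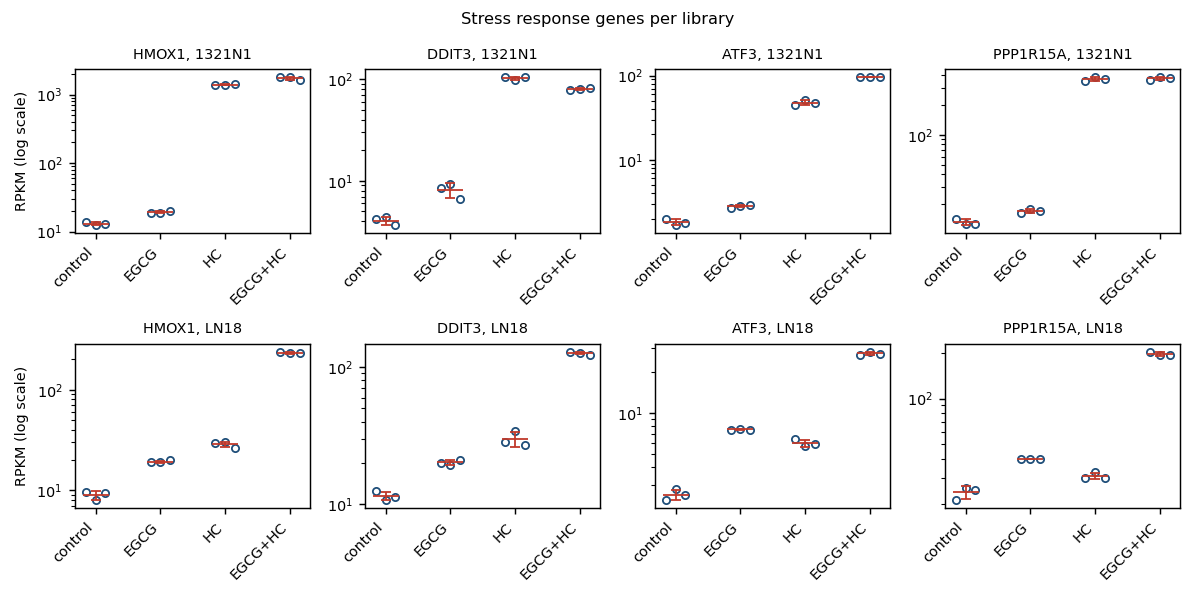
RPKM on a log axis of HMOX1, ATF3, DDIT3 and PPP1R15A in control, EGCG, HC and EGCG+HC libraries of 1321N1 and LN18, with a point for each library and the mean and SD (n = 3). In 1321N1, HMOX1 stands at 13.0 ± 0.716 in controls, 19.1 ± 0.598 with EGCG, 1395 ± 8.88 with HC and 1731 ± 84.6 with EGCG+HC, and in LN18 at 8.94 ± 0.852, 19.3 ± 0.425, 28.7 ± 1.82 and 233 ± 5.12.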

The most significant biological pathway that is upregulated in EGCG+HC treated cells is the endoplasmic reticulum (ER) unfolded protein response (UPR), followed by the activation of the inflammatory response pathway. EGCG+HC downregulated pathways such as mitotic cell cycle control, telomere maintenance, and DNA repair. 

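Genes of mitosis fell with EGCG+HC in both lines. PLK1, a kinase that drives mitosis, fell from 61.4 ± 3.20 to 14.1 ± 0.463 RPKM (SD, n = 3) in 1321N1, a log2 fold change of -2.04 (SE 0.05, adjusted p = 7.30e-08). TOP2A, the topoisomerase that untangles chromosomes, had -1.91 (SE 0.05, adjusted p = 8.86e-08) in 1321N1, and the kinesin gene KIF20A had -2.66. In LN18 the kinesin gene CENPE, which moves chromosomes, had -2.60 (SE 0.05, adjusted p = 4.42e-08), and the phosphatase gene CDC25B -2.80 and the spindle gene DLGAP5 -2.70. Of 48 mitosis genes, 39 were lower in 1321N1 and 41 in LN18, and none was higher in either line (median log2 fold change -1.11 and -1.44, camera adjusted p = 6.32e-12 and 4.64e-14, and adjusted p = 0.198 and 0.218 with an estimated correlation).

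DNA replication genes also fell, 29 of 45 in 1321N1 with none higher (median -0.71, adjusted p = 7.73e-07, and adjusted p = 0.198 with an estimated correlation), and 25 of 45 in LN18 (median -0.69, adjusted p = 0.0125, and adjusted p = 0.305 with an estimated correlation). In LN18, 5 of them were higher, namely FEN1, E2F2, ORC1, CDT1 and PCNA, which license or process replicating DNA or switch on such genes. The helicase gene MCM5 had -1.22 (SE 0.04, adjusted p = 3.49e-07) in 1321N1 and the polymerase gene POLE had -1.89 (SE 0.05, adjusted p = 7.68e-08) in LN18. Of 52 DNA repair genes, 17 were lower and 3 higher in 1321N1 (median -0.37, adjusted p = 0.00432, and adjusted p = 0.490 with an estimated correlation), and 24 were lower and 2 higher in LN18 (median -0.45, adjusted p = 2.11e-04, and adjusted p = 0.305 with an estimated correlation). PRKDC, the kinase that joins broken ends, had -1.45 (SE 0.04, adjusted p = 1.33e-07) in 1321N1 and -2.46 (SE 0.03, adjusted p = 1.83e-08) in LN18.

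Among 21 telomere maintenance genes, 3 were higher and 3 lower in 1321N1 (median -0.09, mean 0.02, adjusted p = 0.914), and 6 were higher and 6 lower in LN18 (median -0.34, adjusted p = 0.467). TERT, the catalytic subunit of telomerase, fell with log2 changes of -0.89 and -1.34, and TERF2IP, which encodes the telomere protein RAP1, rose by 1.45 and 1.61. Each gene named with a value had all 3 EGCG+HC libraries on one side of all 3 controls, and every count was the same when adjusted over the list alone. No list passed with an estimated correlation, a test with few degrees of freedom in a fit of 6 libraries.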

FET analysis (gene dataset (*p < 0.05, FDR)*) reveals that the apoptotic process, axon guidance and cell cycle arrest were the most substantially enriched BP in EGCG+HC treated groups (Table 4). 

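PMAIP1 (NOXA), which promotes apoptosis, rose from 22.9 ± 1.61 to 90.4 ± 1.96 RPKM (SD, n = 3) in 1321N1 and from 24.5 ± 1.88 to 91.8 ± 1.73 RPKM in LN18. CASP4, which takes part in inflammatory cell death, rose in 1321N1 by a log2 fold change of 1.40 (SE 0.06, adjusted p = 1.15e-06). TNFRSF10D, a decoy receptor for the death ligand TRAIL, rose in LN18 by 2.10 (SE 0.03, adjusted p = 2.34e-08), as did XIAP, an inhibitor of apoptosis, by 1.15. ENDOG, a nuclease released in apoptosis, fell in 1321N1 with a log2 change of -1.27. Of 28 apoptosis regulators, which include promoters and inhibitors of cell death, 10 were higher and 3 lower in 1321N1 (median 0.10, camera adjusted p = 0.421). In LN18, 8 of 29 were higher and 5 lower (median 0.04, and -0.06 with values rescaled over genes other than mitochondrial ones, camera adjusted p = 0.537).

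Axon guidance genes, which encode ligands and receptors that steer growing neurites, were lower in 20 of 42 cases in 1321N1 (median -0.49, adjusted p = 7.72e-04, and adjusted p = 0.466 with an estimated correlation) and in 20 of 37 in LN18 (median -0.63, adjusted p = 0.00222, and adjusted p = 0.305 with an estimated correlation). The 3 higher ones in 1321N1 were SEMA4D, UNC5B and SEMA3A, and the 2 in LN18 were SEMA4D and EFNB2. EPHB4, an ephrin receptor gene, fell in 1321N1 with a log2 change of -1.44 (SE 0.07, adjusted p = 1.58e-06), and EPHA2, another, in LN18 with a log2 change of -1.66 (SE 0.05, adjusted p = 1.13e-07). With an estimated correlation, a test with few degrees of freedom in a fit of 6 libraries, the axon guidance list did not pass in either line.

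CDKN1A (p21), which holds cells before division, rose by 2.43 (SE 0.05, adjusted p = 4.73e-08) in 1321N1 and 1.63 (SE 0.05, adjusted p = 1.52e-07) in LN18. GADD45A, a growth arrest gene, rose by 3.47 and 2.51, and SESN2, a stress-induced inhibitor of mTORC1, by 3.34 and 2.90. Of the p53 targets that hold these genes, 10 of 23 were higher and 4 lower in 1321N1 (9 and 7 with values rescaled over genes other than mitochondrial ones), and 8 of 22 were higher and 3 lower in LN18. As a list they did not pass in either line (median 0.35 and 0.17, camera adjusted p = 0.229 and 0.173). The counts were the same when adjusted over the list alone. Each gene given a value had its 3 EGCG+HC libraries all above or all below the 3 controls.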

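The change with EGCG+HC differed between the lines in 4644 of 13989 genes, 2095 of them with the higher value in LN18 and 2549 with the higher value in 1321N1. With quantile normalization the counts were 2327 and 2320, so that the majority turned over. HSPA1B, a heat shock chaperone gene, rose in 1321N1 from 74.8 ± 7.75 to 2294 ± 75.0 RPKM (SD, n = 3) and stood at 84.4 ± 7.17 in LN18 controls and 80.7 ± 5.23 with EGCG+HC. The difference, LN18 minus 1321N1, was -4.99 (SE 0.11, adjusted p = 1.94e-10) on the log2 scale, although HSPA1B shares reads with its near-identical copy HSPA1A. HMOX1, which rose in both lines, had a difference of -2.39 (SE 0.09, adjusted p = 2.15e-09). HMGCS1, a gene of cholesterol synthesis, had -2.69. MT-CO1, a subunit of cytochrome c oxidase, differed the other way, at 1.78 (SE 0.05, adjusted p = 6.41e-10).

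Of 31 cytosolic heat shock genes, 22 had a lower change in LN18 than in 1321N1 and 2 a higher one (camera adjusted p = 2.66e-09, and adjusted p = 0.0609 with an estimated correlation). For NRF2 targets, which answer oxidants, the counts were 22 and 2 of 36 (camera adjusted p = 1.44e-06, and adjusted p = 0.0609 with an estimated correlation). All 13 mitochondrially encoded protein genes had a higher change in LN18 (camera adjusted p = 2.52e-07, and adjusted p = 0.387 with an estimated correlation), and 7 of them with quantile normalization. Genes of the PERK arm differed in 8 and 3 of 23 cases and axon guidance genes in 11 and 10 of 44, and neither list passed (camera adjusted p = 0.226 and 0.680). The counts were the same when adjusted over the list alone. The lines also differ in the dose of HC and in their medium, which by the paper held more serum for 1321N1. These cannot be told apart from the line itself. The difference uses 3 libraries from each of 4 groups.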

The selective effects of EGCG+HC on various gene targets in each cell line are most likely responsible for the differences in cellular response seen between the glioma cell lines. Subnetwork studies of gene lists, for example, revealed that major regulator genes such as *MYC, TGFB1, EGR1,* and *KLF4* were present in 1321N1 cell lines treated with EGCG+HC *(p < 0.05, FDR)*. 

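In 1321N1 treated with EGCG+HC, MYC, a transcription factor that drives growth, rose from 6.01 ± 0.637 to 26.9 ± 0.810 RPKM (SD, n = 3), a log2 fold change of 2.00 (SE 0.07, adjusted p = 2.93e-07). It lies on chromosome 8 from 128747680 to 128755197 (GRCh37). EGR1, an immediate early transcription factor gene on chromosome 5 from 137801168 to 137804992, rose from 4.55 ± 0.484 to 36.7 ± 0.0339 RPKM, or 2.77 (SE 0.06, adjusted p = 7.61e-08). KLF4, a transcription factor of stem cells and differentiation, rose by 1.55 (SE 0.06, adjusted p = 6.24e-07). TGFB1, the gene of transforming growth factor β1, fell from 61.7 ± 4.36 to 35.0 ± 1.42 RPKM, or -0.80 (SE 0.06, adjusted p = 9.51e-06). All 3 treated libraries stood on one side of all 3 controls in each gene. The change in LN18 minus that in 1321N1 was -0.94 for MYC (adjusted p = 3.20e-05), -2.997 for EGR1 (adjusted p = 3.06e-09), -0.33 for KLF4 (adjusted p = 0.0183) and 0.65 for TGFB1 (adjusted p = 7.79e-05).

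Of 34 regulators that the study names, 11 were higher and 13 lower in 1321N1 (median -0.20, mean 0.33, camera adjusted p = 0.579). The counts adjusted over the list alone were the same, and since the study chose the list on these libraries they are not independent evidence. The paper's subnetworks rank regulators by their targets, and the values here are the levels of the regulators' own RNA.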

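E2F4, a repressor of cell cycle genes, fell in LN18 with EGCG+HC from 50.7 ± 1.74 to 21.1 ± 0.912 RPKM (SD, n = 3), a log2 fold change of -1.23 (SE 0.04, adjusted p = 2.25e-07). MTOR, a kinase that senses nutrients, on chromosome 1 from 11166592 to 11322613 (GRCh37), fell from 16.3 ± 0.210 to 4.07 ± 0.0248 RPKM, or -1.77 (SE 0.03, adjusted p = 3.14e-08). BRCA1, which repairs DNA breaks, on chromosome 17 from 41196312 to 41322262, fell with a log2 change of -1.27 (SE 0.04, adjusted p = 1.23e-07). E2F1, an activator of DNA replication genes, stood at 35.0 ± 0.942 RPKM in controls and 23.0 ± 0.849 with EGCG+HC, a log2 fold change of -0.59 (SE 0.04, adjusted p = 4.25e-06). Its fold change lies just past the limit of 1.5 and misses it at -0.57 and -0.58 without LN18 control replicates 1 and 3, -0.56 without EGCG+HC replicate 3, and -0.58 with quantile normalization. In 1321N1, E2F1 fell with a log2 change of -0.80 (SE 0.04, adjusted p = 2.85e-06).

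The change in LN18 minus that in 1321N1 was -0.96 for E2F4 (adjusted p = 5.50e-08), -1.16 for MTOR (adjusted p = 1.62e-09), -0.78 for BRCA1 (adjusted p = 2.31e-07) and 0.22 for E2F1 (adjusted p = 0.00585). Of the regulators that the study names, 11 of 34 were higher and 15 lower in LN18 (median -0.43, camera adjusted p = 0.122), which is not independent evidence. In each of the genes named, the 3 treated libraries all stood below the 3 controls.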

*E2F4, MTOR, E2F1*, and *BRCA* were among the LN18-specific central regulator genes (Table 5).

**TABLE 3:** Gene set enrichment analysis (GSEA). Positive median changes imply increased biological process regulation, whereas negative median changes indicate decreased biological process regulation in cells treated with EGCG+HC vs vehicle control cells.

Gene Significant Enrichment Analysis (GSEA)	1321N1 (no. entities)	1321N1 Median Change	1321N1 *p-*value	LN18 (no. entities)	LN18 Median Change	LN18 *p*-value
endoplasmic reticulum unfolded protein response	80	125.41	0.00E+00	81	127.65	0.00E+00
inflammatory response	253	104.68	9.00E-04	n/a	n/a	n/a
activation of signaling protein activity involved in unfolded protein response	62	103.14	5.00E-04	63	105.67	0.00E+00
immune response	252	102.46	1.40E-03	n/a	n/a	n/a
intrinsic apoptotic signaling pathway in response to endoplasmic reticulum stress	25	102.11	6.00E-04	25	65.48	1.20E-03
cellular metabolic process	132	−47.04	0.00E+00	843	−123.598	0
axon guidance	316	−28.946	0	320	−77.104	0
mitotic cell cycle	387	−108.81	0.00E+00	388	−225.07	0.00E+00
telomere maintenance	54	−53.25	0.00E+00	54	−94.39	0.00E+00
cell division/cytokinesis	88	−51.06	0.00E+00	52	−86.52	0.00E+00
DNA repair	270	−49.21	0.00E+00	270	−154.39	0.00E+00

**TABLE 4:** Fisher exact test (FET) analysis on gene dataset of *p* < 0.05, FDR.

Biological process/signalling pathway	1321N1 No. of overlapping entities	1321N1 *p-*value	LN18 o. of overlapping entities	LN18 *p*-value
positive regulation of apoptotic process/apoptotic process	50	2.95E-10	137	5.68902E-14
axon guidance	57	3.20E-10	60	4.47362E-08
cell cycle arrest	29	1.31E-07	33	1.07385E-07
cellular protein metabolic process	78	4.30E-16	119	2.15597E-33
endoplasmic reticulum unfolded protein response	23	8.59E-09	32	1.24068E-13
mitotic cell cycle	91	4.1441E-31	128	7.19555E-52
mRNA metabolic process	48	5.29E-12	90	5.3289E-37
mRNA splicing, via spliceosome	47	5.10E-16	64	1.57876E-24
negative regulation of cell growth	34	7.11E-11	22	0.003878426
nuclear-transcribed mRNA catabolic process, nonsense-mediated decay	26	4.4963E-07	58	7.18064E-29
response to DNA damage stimulus	46	8.6222E-05	78	6.22536E-14
response to drug	71	1.36E-08	76	1.41321E-06
small molecule metabolic process	155	1.46E-11	202	2.82555E-17
SRP-dependent co-translational protein targeting to membrane	20	6.1778E-05	58	4.58081E-33
Actin Cytoskeleton Regulation	86	2.78E-03	100	0.013074903
Focal Adhesion Regulation	50	2.94E-02	n/a	n/a
Hedgehog Pathway	92	1.24E-02	120	0.001067468
Insulin Action	n/a	n/a	199	2.90484E-10
Notch Pathway	n/a	n/a	248	0.010106517

**TABLE 5:** Subnetwork enrichment analysis on gene dataset of *p* < 0.05, FDR.

Expression target	1321N1 No. of overlapping entities	1321N1 *p-*value	LN18 No. of overlapping entities	LN18 *p*-value
MYC	113	2.93E-17	n/a	n/a
AKT1	137	2.35E-16	136	5.16E-10
TGFB1	228	3.31E-13	n/a	n/a
HIF1A	117	1.98E-12	117	1.28E-07
EGR1	77	4.94E-12	n/a	n/a
JUN	105	5.20E-12	n/a	n/a
NFE2L2	72	7.90E-12	75	2.05E-09
KLF4	53	9.72E-11	n/a	n/a
MAP2K1	54	1.95E-10	n/a	n/a
FGF2	107	3.23E-09	n/a	n/a
ATF4	37	3.36E-09	37	3.96E-07
PARP1	41	4.13E-09	n/a	n/a
FOXM1	46	2.05E-08	n/a	n/a
EIF2AK3	27	2.60E-08	25	1.19E-05
NFYA	26	3.20E-08	n/a	n/a
EDN1	60	4.08E-08	n/a	n/a
ATF3	32	4.44E-08	n/a	n/a
VEGFA	76	6.04E-08	n/a	n/a
E2F4	n/a	n/a	27	1.04E-08
MTOR	n/a	n/a	88	1.24E-08
E2F1	n/a	n/a	74	5.72E-08
BRCA1	n/a	n/a	34	8.09E-08
SRSF3	n/a	n/a	13	6.18E-07
HSP90AA1	n/a	n/a	38	3.00E-06
CUL4A	n/a	n/a	11	8.03E-06
VCP	n/a	n/a	13	1.66E-05
CAPN2	n/a	n/a	16	2.17E-05
CDC20	n/a	n/a	12	2.93E-05
CUL1	n/a	n/a	12	2.93E-05
EGFR	n/a	n/a	70	3.17E-05
DDIT3	n/a	n/a	28	3.68E-05
NRG1	n/a	n/a	40	4.68E-05
SOD1	n/a	n/a	20	6.78E-05
SREBF1	n/a	n/a	41	6.83E-05

### 3.11 RNA-Seq Data Validation

qPCR was used to validate 14 genes from lists of biological processes provided by GSEA, FET, and analysis of gene regulatory subnetworks, as well as three transcripts implicated in alternative splicing events in LN18. Additionally, 13 genes were validated which included three transcripts implicated in alternative splicing events in 1321N1. All the genes and conditions tested were parallel with RNA-seq results (Figure 10).

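In the RNA-seq values, ATF3, a transcription factor of the stress response, rose from 1.83 ± 0.158 to 96.0 ± 0.706 RPKM (SD, n = 3) in 1321N1 and from 2.53 ± 0.228 to 27.3 ± 0.719 RPKM in LN18. The log2 fold changes were 5.10 (SE 0.05, adjusted p = 5.32e-09) and 3.00 (SE 0.05, adjusted p = 3.02e-08). NFE2L2 (NRF2), the regulator of the antioxidant response, rose by 1.40 (SE 0.04, adjusted p = 1.11e-07) and 1.26 (SE 0.03, adjusted p = 7.71e-08). CDC20, an activator of the anaphase-promoting complex, fell with log2 changes of -1.64 (SE 0.05, adjusted p = 1.33e-07) and -2.55 (SE 0.03, adjusted p = 1.63e-08). CAV1, the main protein of caveolae, fell with log2 changes of -1.45 and -2.07, and PARP1, a sensor of DNA breaks, with log2 changes of -0.99 and -1.01. FOXM1, a driver of mitotic genes, fell in 1321N1 with a log2 change of -1.42 (SE 0.03, adjusted p = 5.46e-08).

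Some of the genes did not reach the limit on the fold change. ANXA2, a membrane-binding protein gene, stood at 186 ± 0.221 RPKM in 1321N1 controls and 129 ± 0.888 with EGCG+HC, or -0.52 (SE 0.03, adjusted p = 1.80e-06). It passes the limit at -0.59 when values are rescaled over genes other than mitochondrial ones, and in LN18 it fell with a log2 change of -0.74. In LN18 the ER foldase gene P4HB had 0.54 (SE 0.05, adjusted p = 2.83e-05), which passes at 0.59 without control replicate 1, and the splicing factor gene SRSF3 had -0.50 (SE 0.02, adjusted p = 8.39e-07), which passes at -0.61 with the rescaling. Of the 15 measured genes that the study tested by qPCR in either line, 7 were higher and 5 lower in 1321N1, and 7 were higher and 5 lower in LN18. Adjusted over the list alone the counts were the same, and a list the study chose on these libraries is not independent evidence (camera adjusted p = 0.565 and 0.694). In each gene with a value here, the 3 treated libraries stood on one side of the 3 controls. The qPCR values themselves were not used here, and transcripts of the splicing events were not analysed here.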

**FIGURE 10:**
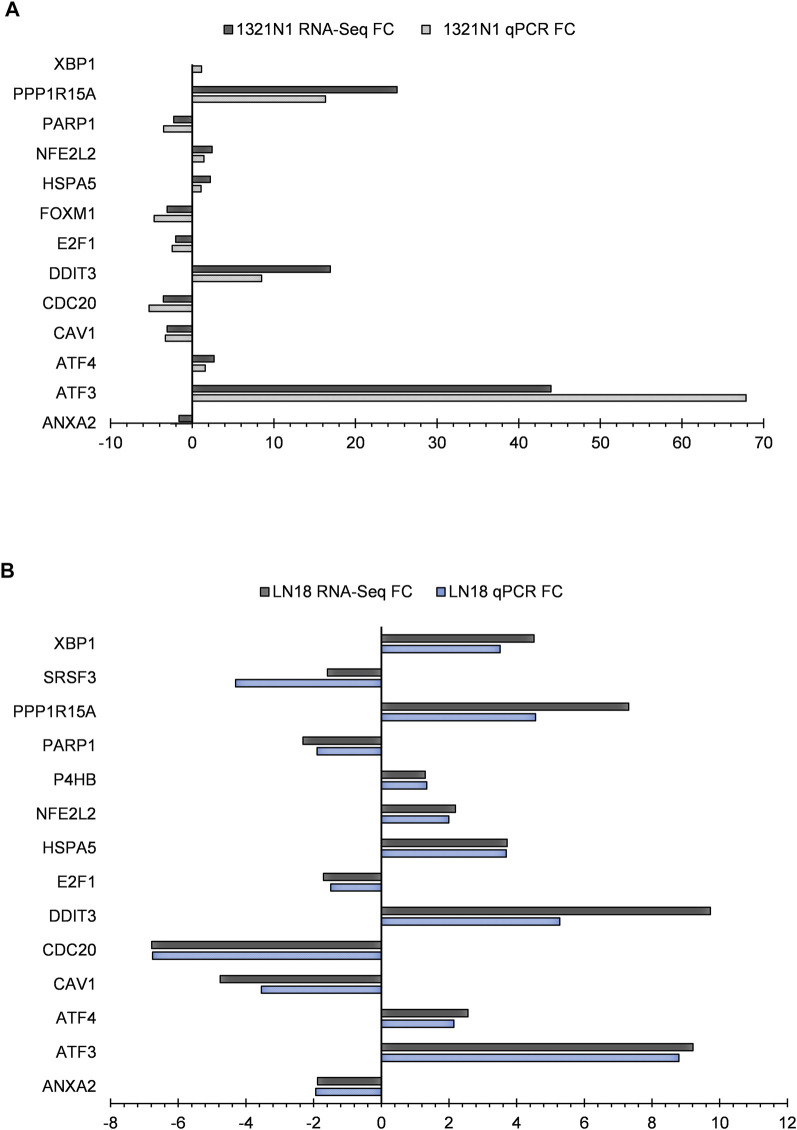
RNA-seq gene expression and genes confirmed by qPCR in EGCG+HC treated cells: **(A)** 1321N1 and **(B)** LN18.

## 4 Discussion

The purpose of combination therapy is to achieve a synergistic therapeutic effect using lower doses to lessen the toxicity of each agent, and to slow down the induction of drug resistance (Chou, 2010; Zhao et al., 2020) since multiple signal pathways are targeted during the treatment. Previous research found that EGCG increased the efficacy of temozolomide and metformin in U87MG cells and rat C6 glioma cell lines, indicating that EGCG might be a useful adjuvant for cancer chemoprevention (Kuduvalli et al., 2021). Recent literature suggests that HC synergizes with buthionine sulfoximine (BSO), a glutathione synthesis inhibitor to eliminate chronic myeloid leukemic (CML) cells through the GSH-ROS-JNK-ERK-iNOS mediated pathway (Chowdhury et al., 2013) and reports have suggested that HC may be developed as a single-agent chemotherapeutic drug or as an adjuvant (Gundala et al., 2014). However, the effects of EGCG or HC on different stages of glioma cancer cell growth inhibition have not been compared. Furthermore, there has been little research on the interactions of these bioactives, as well as their mode of action on glioma cell death and other inhibitory pathways.

While the concentration of EGCG+HC utilised for 1321N1 and LN18 cells was not harmful to normal WRL68 and normal foreskin fibroblast cells, normal cell proliferation was significantly reduced when treated with the combination dose of SW1783 (100 μg/ml EGCG + 25 μg/ml HC). Different responses to EGCG+HC treatment suggested that the mechanisms by which the combined EGCG+HC act differ in 1321N1, SW1783, and LN18 due to each cell line’s unique mutation. The grade II 1321N1 and grade III SW1783 cell lines both had mtDNA mutations in the coding region, which controls the expression of respiratory complex genes (Soon et al., 2017). They were shown to have decreased mitochondrial activity, and 1321N1 cells were found to have high oxidative stress level. Interestingly, Grade IV LN18 cells do not have any non-synonymous mtDNA mutations and possess high antioxidant capability (Soon et al., 2017). As cancer cells have higher ROS concentrations than normal cells, a high polyphenol concentration is required to enhance the baseline level ROS formation and tilt the redox balance in cancer cells to induce cell death (Harris and Denicola, 2020). The combined dose of 100 μg/ml EGCG + 25 μg/ml HC for SW1783 may have elevated ROS generation over the baseline level of normal cells, disrupting the homeostatic balance of ROS and ultimately resulting in cytotoxicity in normal cells.

Phenolic compounds with pyrogallol groups (EGCG) and/or catechol (HC) are known for their antioxidative effects (Almatroodi et al., 2020; Zamakshshari et al., 2021) as well as their pro-oxidative properties (Gundala et al., 2014; Eghbaliferiz and Iranshahi, 2016; Chen et al., 2020). The utility of antioxidants as an adjuvant with conventional chemotherapy in cancer patients is debatable (Saeidnia and Abdollahi, 2013), due to research indicating that antioxidants may protect cancer cells and impair the efficiency of cytotoxic treatment (Khurana et al., 2018). For example, excessive dosages of beta carotene or vitamin E activity can hasten the progression of lung cancer in smokers (Middha et al., 2019). In contrast, vitamin C and E supplementation may be beneficial in preventing against chemotherapy-related adverse effects (Suhail et al., 2012; Roa et al., 2020). On the other hand, besides their dual roles in scavenging and/or utilizing reactive oxygen species (ROS) to kill cancer cells (Kirtonia et al., 2020), dietary antioxidants possess other anticancer effects as shown by EGCG inhibiting human lymphoma cell proliferation by modulating the epigenetic modification of p16INK4a (Wu et al., 2013), and halting the proliferation of triple-negative breast cancer cells via epigenetic changes of cIAP2 gene (Steed et al., 2020).

In the present study, EGCG+HC treatment inhibited the proliferation of glioma cells, by arresting these cells in the S phase and decreasing the G0/G1 phase to a greater extent than either agent alone. Shen et al. (2014) showed that EGCG (<60 µg/ml) induced apoptosis and cause S phase arrest in hepatocellular carcinoma via the supression of Akt pathway. Similarly, the induction of apoptosis in EGCG treated HT-29 colon cancer cells was reported to involve the p38MAPK activity and Akt pathways (Cerezo-Guisado et al., 2015). Meanwhile, HC was shown to be effective in halting the cell cycle progression of prostate cancer and oral KB carcinoma cells (Gundala et al., 2014). Our results further reveal that EGCG+HC inhibit the migration, invasion, and colony formation of 1321N1 and LN18. Consisent with our findings, EGCG has been shown to suppress A549 lung cancer cell growth and reduce vascular endothelial growth factor (VEGF) expression suggesting its role in the suppression of angiogenesis (Sakamoto et al., 2013). The invasion inhibitory properties of EGCG on thyroid carcinoma 8505C cells was reported via the TGF-β1/Smad signaling through the decrease of epithelial to mesenchymal transition (EMT) markers (Li et al., 2019), while the inhibition of invasion and migration of HeLa, cervical cancer cells were through the modulation of MMP-9 and TIMP-1 (Sharma et al., 2012). Moreover, HC was reported to inhibit the colony formation of prostate cancer cells (Gundala et al., 2014). Limited information is available on the ability of HC to halt the migration/invasion of cancer cells.

Our transcriptomic analysis demonstrated that the molecular mechanism of EGCG+HC against glioma cells is via the down regulation of axon guidance and metabolic pathways. 

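Genes of energy metabolism moved by different amounts. PDHB, a subunit of pyruvate dehydrogenase, which feeds the citric acid cycle, fell from 16.0 ± 0.249 to 6.38 ± 0.304 RPKM (SD, n = 3) in 1321N1, a log2 fold change of -1.20 (SE 0.04, adjusted p = 3.54e-07), and had -1.47 (SE 0.03, adjusted p = 6.41e-08) in LN18. OGDH, an enzyme of the cycle, fell with log2 changes of -1.06 and -1.24. Of 20 genes of pyruvate dehydrogenase and the citric acid cycle, 8 were lower in 1321N1 and 10 in LN18 with none higher (median log2 fold change -0.28 and -0.48, camera adjusted p = 0.00296 and 3.67e-04, and adjusted p = 0.198 and 0.218 with an estimated correlation). HK1, a hexokinase gene at the start of glycolysis, fell with log2 changes of -1.21 and -1.27, and PFKP, a phosphofructokinase gene, fell in LN18 with a log2 change of -2.10 (SE 0.04, adjusted p = 3.03e-08). Among glycolysis genes, 4 of 20 were lower and 2 higher in 1321N1 (median -0.28, adjusted p = 0.0465, and adjusted p = 0.574 with an estimated correlation), and 6 of 21 were lower and 1 higher in LN18 (median -0.06, adjusted p = 0.319).

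Of 13 protein genes of the mitochondrial genome, 10 were lower and none higher in 1321N1 (median -1.11, adjusted p = 1.78e-04, and adjusted p = 0.490 with an estimated correlation). In LN18, 5 were higher and none lower (median 0.45, adjusted p = 0.0577), and with quantile normalization 1 was higher and 1 lower (median 0.08). The nuclear genes of oxidative phosphorylation did not pass as a list, with 5 of 50 lower and 2 higher in 1321N1 (median -0.16, adjusted p = 0.0778) and 8 of 51 lower and 5 higher in LN18 (median -0.02, adjusted p = 0.817). When values were rescaled over genes other than mitochondrial ones, the 1321N1 list passed with 11 lower and 1 higher (median -0.24, camera adjusted p = 0.0324), and in LN18 13 were lower and 1 higher (median -0.12). An estimated correlation was not tried with that rescaling, and without it adjusted p = 0.490 in 1321N1.

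Cholesterol and fatty acid genes fell in LN18, 21 of 28 with none higher (median -1.27, adjusted p = 3.71e-07, and adjusted p = 0.305 with an estimated correlation), and in 1321N1 6 of 27 were higher and 6 lower (median -0.05, adjusted p = 0.579). FASN, which makes fatty acids, fell in both lines, with log2 changes of -1.31 and -1.79. LSS, an enzyme of cholesterol synthesis, fell in LN18 with a log2 change of -2.22 (SE 0.06, adjusted p = 9.54e-08), and HMGCS1, another, rose in 1321N1 by 1.19 (SE 0.06, adjusted p = 1.84e-06). Of 20 amino acid and tRNA synthetase genes controlled by ATF4, 7 were higher and none lower in 1321N1 (median 0.44, adjusted p = 0.00587, and adjusted p = 0.198 with an estimated correlation), and 4 were higher and 2 lower in LN18 (median 0.14, adjusted p = 0.40). Each gene with a value had its 3 treated libraries on one side of the 3 controls, and counts were the same when adjusted over the list alone. With an estimated correlation, a test with few degrees of freedom in a fit of 6 libraries, none of these lists passed. The paper states this conclusion from its transcriptomic analysis, in which the gene sets of axon guidance and cellular metabolic process carry negative median changes in both lines (Table 3).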

The mechanism of EGCG+HC may be through the downregulation of SEMA3A and SEMA3F transcript expression which may play some roles in inhibiting the glioma proliferation and halts invasion via Plexin A1 (PLXNA1) and B2 (PLXNB2) receptors. 

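SEMA3A, a secreted semaphorin that repels axons, rose in 1321N1 with EGCG+HC, from 4.49 ± 0.358 to 7.80 ± 0.0968 RPKM (SD, n = 3), a log2 fold change of 0.68 (SE 0.06, adjusted p = 1.95e-05). In LN18 it fell from 7.70 ± 0.242 to 3.11 ± 0.251 RPKM, or -1.08 (SE 0.06, adjusted p = 1.42e-06). The change in LN18 minus that in 1321N1 was -1.76 (adjusted p = 8.88e-09). SEMA3A lies on chromosome 7 from 83585093 to 84122040 (GRCh37). SEMA3F, a relative on chromosome 3 from 50192478 to 50226508, fell in 1321N1 from 22.7 ± 1.71 to 8.84 ± 0.618 RPKM, or -1.27 (SE 0.07, adjusted p = 2.14e-06). In LN18 it stood at 0.978 ± 0.167 RPKM in controls and 0.737 ± 0.201 with EGCG+HC, below the mean of 1 RPKM needed for the test.

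PLXNA1, a receptor for semaphorins on chromosome 3 from 126701536 to 126756232, fell in 1321N1 from 24.1 ± 2.68 to 8.27 ± 0.318 RPKM, or -1.43 (SE 0.08, adjusted p = 2.15e-06), and in LN18 from 14.1 ± 0.580 to 5.93 ± 0.395 RPKM, or -1.12 (SE 0.05, adjusted p = 9.79e-07). In each tested gene the 3 treated libraries stood on one side of the 3 controls. The paper proposes that EGCG+HC may act through lower SEMA3A and SEMA3F transcripts and the receptors PLXNA1 and PLXNB2.

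**Figure D2:**
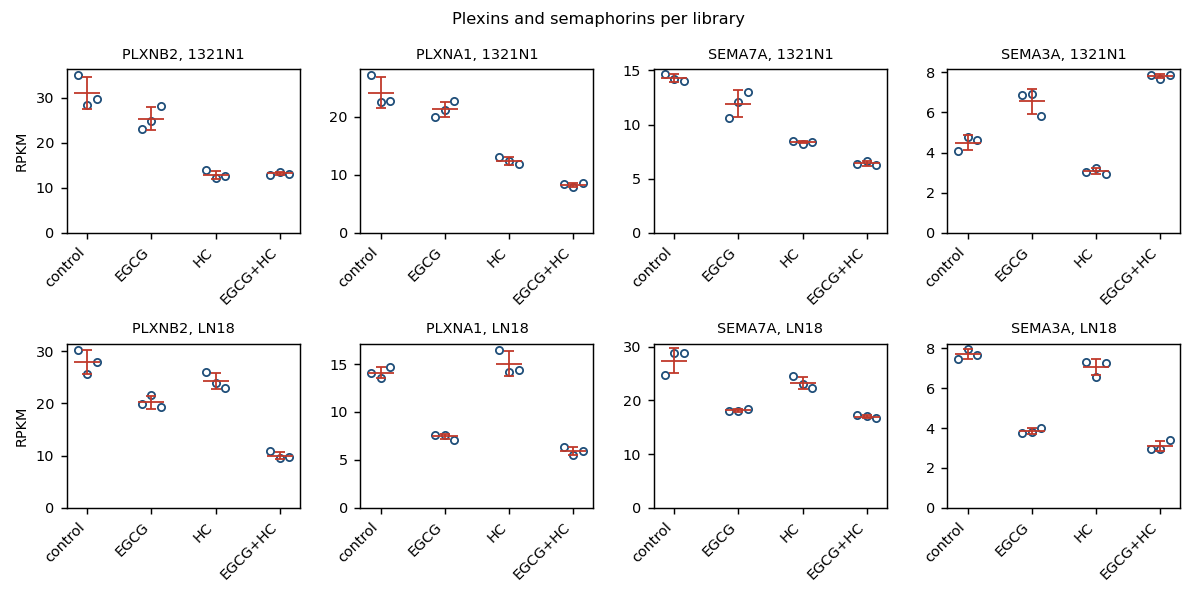
RPKM of PLXNB2, PLXNA1, SEMA7A and SEMA3A in control, EGCG, HC and EGCG+HC libraries of 1321N1 and LN18, with a point for each library and bars for the mean and SD (n = 3). PLXNA1 stands at 21.2 ± 1.36 with EGCG and 12.4 ± 0.676 with HC in 1321N1, and at 7.43 ± 0.301 with EGCG and 15.0 ± 1.29 with HC in LN18.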

Prior research has shown that Semaphorin 3A (SEMA3A), which is known for its axon guidance and antiangiogenic properties, has been implicated in glioblastoma development. Interestingly, SEMA3A was reported to inhibit BTSC proliferation, while inducing invasion where its action is dependent on NRP1 or PLXNA1 receptors. On the other hand, a decrease in SEMA3A receptor expression is enough to stop proliferation and enhance invasion (Higgins et al., 2020). High SEMA2A and PLXNA1 expression are all associated with poorer overall survival in GBM. Similarly, PLXNB2 which was found to be downregulated with EGCG+HC in this study, is recognized a potential biomarker for high-grade glioma. 

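PLXNB2, which encodes a receptor for semaphorins, fell with EGCG+HC in both lines. In 1321N1 it went from 31.1 ± 3.61 to 13.2 ± 0.377 RPKM (SD, n = 3), a log2 fold change of -1.17 (SE 0.08, adjusted p = 6.39e-06), and in LN18 from 27.9 ± 2.33 to 9.98 ± 0.702 RPKM, or -1.40 (SE 0.07, adjusted p = 1.31e-06). With HC alone it stood at 12.9 ± 0.895 RPKM in 1321N1 and 24.3 ± 1.59 in LN18, and with EGCG alone at 25.4 ± 2.64 and 20.2 ± 1.25. The 3 EGCG+HC libraries of each line stood below its 3 controls. The difference between the lines in this change was -0.22 (SE 0.11, adjusted p = 0.0978), which did not pass. PLXNB2 lies on chromosome 22 from 50713408 to 50746075 (GRCh37).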

Its knockdown was reported to halt malignant glioma invasion and perivascular diffusion (Le et al., 2015; Huang et al., 2021). Besides the family of semaphorins mentioned above, SEMA7A, downregulated in both 1321N1 and LN18 cells in this study, plays a significant role in mediating the cross-talk between exosomes produced by glioma stem cells (GSC) and the glioma microenvironment (Manini et al., 2019). This further emphasize the axon guidance pathway as an interesting new therapeutic target to curb glioma progression.

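SEMA7A, a semaphorin anchored to the cell membrane, fell from 14.3 ± 0.340 to 6.41 ± 0.229 RPKM (SD, n = 3) in 1321N1 and from 27.4 ± 2.38 to 17.0 ± 0.262 RPKM in LN18. The log2 fold changes were -1.05 (SE 0.04, adjusted p = 5.07e-07) and -0.66 (SE 0.06, adjusted p = 3.40e-05). HC alone gave 8.36 ± 0.112 RPKM in 1321N1 and 23.3 ± 1.1 in LN18, and EGCG alone 11.9 ± 1.22 and 18.1 ± 0.27. SEMA7A lies on chromosome 15 from 74701630 to 74726299 (GRCh37). NRP1, a co-receptor for secreted semaphorins, fell in LN18 with a log2 change of -0.63 (SE 0.04, adjusted p = 6.10e-06), and in 1321N1 it had -0.33 (SE 0.04, adjusted p = 1.74e-04), short of the limit on the fold change. The 3 treated libraries stood below the 3 controls in both genes and both lines.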

Exosomes have been shown to act as signaling mediators of the tumor microenvironment (TME) regulation. Studies indicated that exosomes may transport functional molecules to the recipient cells and aid cancer growth by altering the metabolism of cancer cells and nearby stromal cells (Yang et al., 2020). We postulate that EGCG+HC treatment may inhibit the glioma cancer cells by obstructing the cells’ metabolic reprogramming hence depriving these fast-growing cells of their energy demands. 

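MT-CO3, a subunit of cytochrome c oxidase, is encoded on the mitochondrial genome from 9207 to 9990. In 1321N1 it fell from 3543 ± 167 RPKM (SD, n = 3) in controls to 1377 ± 51.6 with EGCG+HC, a log2 fold change of -1.36 (SE 0.05, adjusted p = 3.62e-07), and all 3 treated libraries stood below the 3 controls. In LN18 it stood at 2664 ± 95.2 RPKM in controls and 2613 ± 19.2 with EGCG+HC, or -0.03 (SE 0.03, adjusted p = 0.485). With quantile normalization the value in LN18 is -0.76 and past the threshold. The change in LN18 minus that in 1321N1 was 1.33 (SE 0.06, adjusted p = 9.43e-09). MT-ND2, a subunit of complex I, fell in 1321N1 with a log2 change of -1.32 (SE 0.09, adjusted p = 8.62e-06). MT-CO1, the largest subunit of cytochrome c oxidase, rose in LN18 by 1.07 (SE 0.03, adjusted p = 1.21e-07), and by 0.32 with quantile normalization, which is short of the limit. Nuclear copies of the mitochondrial genome may share reads with these genes.

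**Figure D3:**
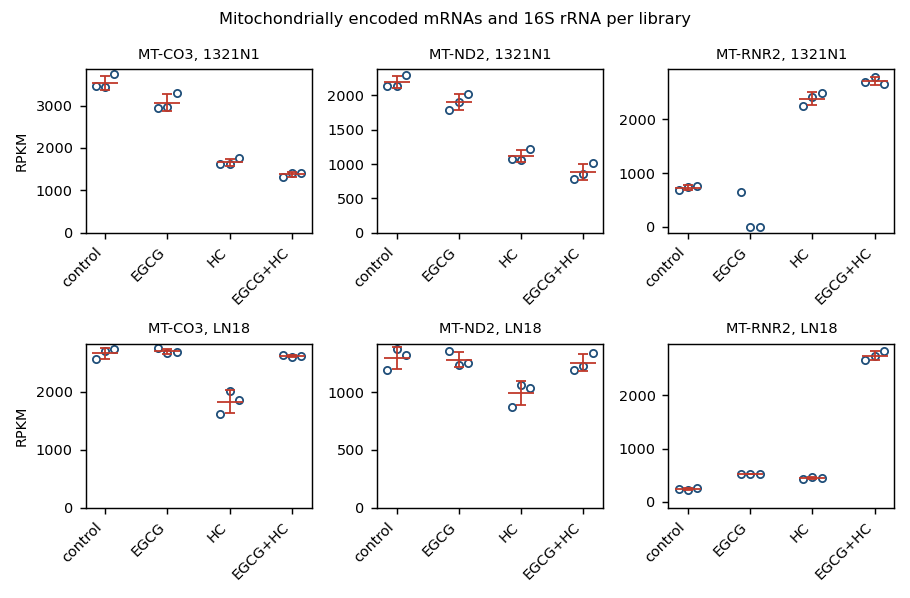
RPKM on a linear axis of MT-CO3, MT-ND2 and MT-RNR2 in control, EGCG, HC and EGCG+HC libraries of 1321N1 and LN18. Each library has a point, and each group the mean and SD (n = 3). The group of MT-RNR2 with EGCG in 1321N1 has points only, because it is listed at 0 in replicates 2 and 3. MT-ND2 stands at 1116 ± 89.4 with HC in 1321N1 and at 992 ± 102 with HC in LN18.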

On a similar note, MT-CO3 (down regulated in this study), also involved in the metabolism process specifically the oxidative phosphorylation, influence abnormal energy metabolism and facilitate the growth of tumor cells. Levodopa was shown to inhibit the proliferation of esophageal squamous cell carcinoma (ESCC) via down-regulating the levels of oxidative phosphorylation proteins which includes MT-CO3, SDHD and NDUFS4 (Li et al., 2020). This inhibition is related to mitochondrial dysfunction. Interestingly, miR-5787 was suggested to regulate cisplatin chemoresistance of tongue squamous cell carcinoma (TSCC) by downregulating MT-CO3 which in turn disrupted glucose metabolism (Chen et al., 2019). MT-RNR2, upregulated in both 1321N1 and LN18 cells, is linked to anti-apoptotic activities in bladder cancer (Omar et al., 2017). 

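MT-RNR2, the large ribosomal RNA of mitochondria, rose from 729 ± 42.6 to 2717 ± 68.1 RPKM (SD, n = 3) in 1321N1 and from 239 ± 13.6 to 2747 ± 83.7 RPKM in LN18. The log2 fold changes were 1.90 (SE 0.05, adjusted p = 1.11e-07) and 3.52 (SE 0.05, adjusted p = 1.74e-08). MT-RNR1, the small ribosomal RNA, rose by 2.12 (SE 0.05, adjusted p = 9.64e-08) and 1.65 (SE 0.04, adjusted p = 9.74e-08). HC alone gave 2386 ± 122 RPKM of MT-RNR2 in 1321N1 and 450 ± 17.6 in LN18. MT-RNR2 lies on the mitochondrial genome from 1671 to 3229 and MT-RNR1 from 648 to 1601. In both genes the 3 treated libraries stood above the 3 controls.

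Nuclear copies of these genes may share their reads. Small RNAs without a poly(A) tail had a median log2 fold change of 2.09 over 6 measured genes in 1321N1, 5 of them higher, and of 0.16 over 3 genes in LN18, 1 of them higher. Replication-dependent histone genes, whose main mRNAs also lack the tail, had medians of -0.04 over 9 genes in 1321N1 (1 higher, 1 lower) and 0.53 over 10 genes in LN18 (4 higher, none lower). In 1321N1 both ribosomal RNAs are listed at 0 in EGCG replicates 2 and 3, and their calls against control are lost when all 4 groups of that line share a fit, while their log2 fold changes stay at 2.12 and 1.90.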

Although the Warburg theory indicated decreased reliance on mitochondrial function may enhance resistance to apoptosis, studies on the association of mitochondrial genes in cancer progression is limited and this warrants further research (Beadnell et al., 2018).

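DDIT3 (CHOP), a transcription factor that promotes cell death under lasting ER stress, rose with EGCG+HC from 4.07 ± 0.379 to 79.5 ± 1.29 RPKM (SD, n = 3) in 1321N1 and from 11.5 ± 0.828 to 127 ± 2.94 RPKM in LN18. The log2 fold changes were 3.99 (SE 0.06, adjusted p = 1.73e-08) and 3.36 (SE 0.05, adjusted p = 2.18e-08). With HC alone DDIT3 stood at 102 ± 3.47 RPKM in 1321N1 and 29.9 ± 3.94 in LN18, and with EGCG alone at 8.13 ± 1.43 and 20.1 ± 0.811. ATF4, which induces DDIT3, rose by 1.58 (SE 0.04, adjusted p = 7.15e-08) in 1321N1 and 1.52 (SE 0.05, adjusted p = 1.67e-07) in LN18. EIF2AK3 (PERK), the kinase that raises ATF4 translation, rose by 2.15 (SE 0.04, adjusted p = 5.95e-08) and 2.00 (SE 0.05, adjusted p = 9.88e-08). XBP1, a transcription factor of ER chaperone genes, rose by 1.90 (SE 0.04, adjusted p = 5.95e-08) and 2.31 (SE 0.03, adjusted p = 2.20e-08). In each of these genes, every EGCG+HC library stood above every control library of its line. DDIT3 lies on chromosome 12 from 57910371 to 57915520, ATF4 on chromosome 22 from 39915700 to 39918688, EIF2AK3 on chromosome 2 from 88856259 to 88991036 and XBP1 on chromosome 22 from 29190543 to 29196585 (GRCh37). The values are for whole genes, so that spliced and unspliced XBP1 RNA are counted together.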

Genes related to endoplasmic reticulum unfolded protein response (ER UPR) (DDIT3, ATF4, EIF2AK3, XBP1) were mostly found to be upregulated in response to EGCG+HC treatment. UPR plays a vital role in malignant transformation, as well as the regulation of cancer migration and invasion (Limia et al., 2019). Emerging reports have shown the importance of inducing ER stress pathway in cancer treatments, for example, the combination of lopinavir and ritonavir, a protease inhibitor, promotes urological cancer cell death (Okubo et al., 2019). Our previous study has also shown that ER UPR was induced in 1321N1, SW1783 and LN18 cells treated with combined gamma-tocotrienol and hydroxychavicol (Abdul Rahman et al., 2019). Although ER stress seemed to have pertinent role in the anticancer properties of EGCG+HC, further investigation is needed to elucidate whether this induction crosstalk with ROS production or autophagy to unveil the potential regulatory mechanisms of ER-UPR for therapeutic purposes.

Transcriptomic data provides an enormous set of data that can be analysed simultaneously. Our findings are far from exhaustive and may be further explored in terms of the long noncoding genes and alternative splicing expression patterns. For instance, DYNLL1 alternative splicing expression, which is significantly decreased in EGCG+HC treated glioma cells, is reported to be upregulated in gastric cancer high-risk group patients and hepatocellular cancer (Berkel and Cacan, 2020) (Li et al., 2021). How DYNLL1 promotes aberrant transcription in cancers are still unknown.

Despite the fact that only three types of cell lines were examined in this study, the mutations in these cell lines are diverse and reflect different grades of glioma malignancy. Our *in vitro* findings highlighted important points concerning personalised medicine; different dose combinations are required for different grades/mutations, and an increase in grade does not always necessarily require an increase in treatment concentration (50 ug/ml EGCG + 20 ug/ml HC for grade II 1321N1; 50 ug/ml EGCG + 10 ug/ml HC for grade IV LN18). However, insufficient drug exposure was suggested to be one of the contributing factors to the development of resistance to RTK-targeted therapies in glioblastoma due to the heterogeneous expression of the epidermal growth factor receptor (EGFR) (Furnari et al., 2015). Our findings warrant further elucidation on the significance of having specific treatment doses for different glioma grades.

## 5 Conclusion

EGCG+HC can potentiate the S phase arrest and induce the activation of caspase-3 to initiate apoptosis and inhibit the cell proliferation of 1321N1 and LN18 glioma cells. Furthermore, the strong inhibition of migration, invasion and colony formation in EGCG+HC treated cells indicated enhanced efficacy of combined EGCG and HC compared to single treatments. EGCG+HC exerted its apoptotic effect through the alteration of mitochondrial genes and metabolic pathways, while simultaneously interfering with endoplasmic reticulum unfolded protein response and axon guidance pathway. Crosstalk between activated pathways might be a significant regulator of glioma cell response to EGCG+HC treatment, making it a promising therapeutic target. Further research on the possible interactions between metabolic pathway, endoplasmic reticulum unfolded protein response, and axon guidance signalling in glioma is required.

## Data Availability

The RNA-seq dataset presented in this study have been deposited in the NCBI Gene expression omnibus (GEO) database and are accessible through the accession number GSE193838 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE193838).

# Supplementary material for: Inhibitory Mechanism of Combined Hydroxychavicol With Epigallocatechin-3-Gallate Against Glioma Cancer Cell Lines: A Transcriptomic Analysis
**Source:** Front Pharmacol. 2022 Mar 22;13:844199. doi: 10.3389/fphar.2022.844199
**Supplement:** Supplementary file 1

Table S5   Comparison between total gene and transcript expressed significantly with P -value $FDR \leq 0.05$, and fold change (FC) ≥ 1.5 .

Regulation of the entities	1321N1<br>EGCG+HC<br>vs. Control	LN18<br>EGCG+HC<br>vs. Control
Genes	2103	2442
Transcripts	3782	4793
Present in both of the entities lists<br>(Genes $\cap$ Transcripts)	1218	1592
Unique to Genes	885	850
Unique to Transcripts	1044	1292

# Supplementary material for: Inhibitory Mechanism of Combined Hydroxychavicol With Epigallocatechin-3-Gallate Against Glioma Cancer Cell Lines: A Transcriptomic Analysis
**Source:** Front Pharmacol. 2022 Mar 22;13:844199. doi: 10.3389/fphar.2022.844199
**Supplement:** Supplementary file 2

Table S4 A. Lists of 20 transcripts with the lowest *P*-value, and FDR from *t*-test statistical analysis for 1321N1 cells treated with EGCG+HC.

Transcript ID	Gene name	Ensembl ID	Fold change<br>3EGCG+HC	<i>P</i> -value with<br>FDR<br>3EGCG+HC	Fold change<br>3EGCG	<i>P</i> -value with<br>FDR<br>3EGCG	Fold change<br>3HC	<i>P</i> -value with<br>FDR<br>3HC
HMOX1_4	HMOX1	ENST00000216117	140.81	0.00E+00	n/a	n/a	105.26	0.00E+00
HSPA1B_2	HSPA1B	ENST00000375650	32.38	3.04E-128	1.49	2.70E-02	80.71	0.00E+00
RTN4_10	RTN4	ENST00000394609	20.24	1.32E-121	n/a	n/a	n/a	n/a
RND3_5	RND3	ENST00000263895	12.33	1.46E-115	n/a	n/a	10.72	1.56E-109
RPL27A_6	RPL27A	ENST00000534599	11.20	1.32E-121	n/a	n/a	3.42	3.12E-08
BAG3_1	BAG3	ENST00000369085	7.84	2.37E-131	n/a	n/a	8.10	1.47E-142
HSP90AA1_10	HSP90AA1	ENST00000557089	6.80	7.56E-147	n/a	n/a	3.69	2.31E-12
SQSTM1_17	SQSTM1	ENST00000466342	6.60	1.40E-126	1.99	2.83E-03	10.58	7.96E-134
DNAJB1_5	DNAJB1	ENST00000254322	5.94	2.31E-119	n/a	n/a	14.61	7.14E-75
PTP4A1_3	PTP4A1	ENST00000370651	5.64	5.89E-152	n/a	n/a	2.69	2.83E-24
ACTB_10	ACTB	ENST00000462494	-4.97	0.00E+00	-1.49	3.40E-02	-4.45	0.00E+00
TUBB_3	TUBB	ENST00000327892	-2.71	0.00E+00	-1.18	4.30E-02	-4.07	0.00E+00
TMSB4X_4	TMSB4X	ENST00000451311	-2.66	0.00E+00	n/a	n/a	-2.55	1.74E-13
MT-CO3_1	MT-CO3	ENST00000362079	-2.43	0.00E+00	n/a	n/a	-2.17	0.00E+00
ACTB_4	ACTB	ENST00000464611	-2.35	0.00E+00	-1.26	4.95E-11	-3.55	0.00E+00
MT-ND2_1	MT-ND2	ENST00000361453	-2.29	0.00E+00	-1.16	1.90E-02	-1.97	0.00E+00
PTMA_8	PTMA	ENST00000341369	-2.24	0.00E+00	n/a	n/a	-2.45	0.00E+00
MT-ATP6_1	MT-ATP6	ENST00000361899	-2.21	0.00E+00	n/a	n/a	-1.89	0.00E+00
MT-ND3_1	MT-ND3	ENST00000361227	-2.20	0.00E+00	-1.23	3.20E-02	-2.01	0.00E+00
MT-CYB_1	MT-CYB	ENST00000361789	-2.14	0.00E+00	n/a	n/a	-1.82	0.00E+00

Table S9   B. Lists of 20 transcripts with the lowest *P*-value, and FDR from *t*-test statistical analysis for LN18 cells treated with EGCG+HC.

Transcript ID	Gene name	Ensembl ID	Fold change<br>LNEGCG+HC	<i>P</i> -value with<br>FDR<br>LNEGCG+HC	Fold change<br>LNEGCG	<i>P</i> -value with<br>FDR<br>LNEGCG	Fold change<br>LNHC	<i>P</i> -value with<br>FDR<br>LNHC
SLC3A2_5	SLC3A2	ENST00000539458	27.85	4.76E-115	2.55	3.76E-14	2.27	9.99E-10
RPS8_2	RPS8	ENST00000485390	21.66	2.79E-121	n/a	n/a	n/a	n/a
RND3_2	RND3	ENST00000375734	15.14	3.14E-134	2.10	7.44E-03	n/a	n/a
RPL35_5	RPL35	ENST00000487431	9.14	1.94E-127	n/a	n/a	n/a	n/a
SQSTM1_17	SQSTM1	ENST00000466342	8.74	4.33E-119	3.34	1.11E-102	2.04	1.62E-04
RPL27A_6	RPL27A	ENST00000534599	5.54	2.49E-134	2.63	3.73E-09	n/a	n/a
RPS13_1	RPS13	ENST00000525828	5.49	1.16E-127	2.11	5.65E-03	n/a	n/a
SLC3A2_22	SLC3A2	ENST00000539891	4.99	7.98E-122	5.61	7.84E-16	n/a	n/a
CANX_20	CANX	ENST00000508787	4.55	3.46E-139	3.08	7.98E-10	n/a	n/a
HMOX1_4	HMOX1	ENST00000216117	3.90	1.92E-127	2.17	2.40E-02	2.93	5.79E-06
F3_2	F3	ENST00000334047	-22.62	1.81E-148	-3.24	2.02E-44	n/a	n/a
DIO2_4	DIO2	ENST00000555750	-12.69	7.38E-76	n/a	n/a	-3.77	3.02E-29
PRSS23_3	PRSS23	ENST00000280258	-6.62	1.11E-100	n/a	n/a	-2.15	8.84E-20
CAV1_6	CAV1	ENST00000393467	-5.87	3.43E-112	-1.52	6.33E-07	-1.51	7.26E-08
MT2A_2	MT2A	ENST00000245185	-3.68	4.87E-89	-6.06	2.46E-48	n/a	n/a
HSP90AA1_7	HSP90AA1	ENST00000216281	-2.55	0.00E+00	n/a	n/a	-1.42	1.38E-06
ACTG1_4	ACTG1	ENST00000331925	-2.34	0.00E+00	n/a	n/a	-1.75	3.54E-08
TUBB_3	TUBB	ENST00000327892	-2.31	0.00E+00	-1.21	6.59E-03	-1.76	0.00E+00
EIF4A1_8	EIF4A1	ENST00000584784	-1.96	0.00E+00	-1.29	3.80E-02	-2.02	6.05E-12
TUBA1B_1	TUBA1B	ENST00000550367	-1.58	0.00E+00	-1.30	6.34E-10	-1.72	0.00E+00

# Supplementary material for: Inhibitory Mechanism of Combined Hydroxychavicol With Epigallocatechin-3-Gallate Against Glioma Cancer Cell Lines: A Transcriptomic Analysis
**Source:** Front Pharmacol. 2022 Mar 22;13:844199. doi: 10.3389/fphar.2022.844199
**Supplement:** Supplementary file 3

Table S1. Total genes expressed at fold change (FC) ≥ 1.5 , false discovery rate (FDR) $P \leq 0.05$.

Gene<br>regulation	1321N1<br>EGCG+HC<br>vs. Control	LN18<br>EGCG+HC<br>vs. Control
Increased	992	940
Decreased	1111	1502
Total genes	2103	2442

# Supplementary material for: Inhibitory Mechanism of Combined Hydroxychavicol With Epigallocatechin-3-Gallate Against Glioma Cancer Cell Lines: A Transcriptomic Analysis
**Source:** Front Pharmacol. 2022 Mar 22;13:844199. doi: 10.3389/fphar.2022.844199
**Supplement:** Supplementary file 4

Table S2 A. Lists of 20 genes with the lowest P -value, and FDR from t -test statistical analysis for 1321N1 cells treated with EGCG+HC.

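In 1321N1, RP11-25K21.6, an RNA known by its clone name, rose from 1.62 ± 0.594 to 2533 ± 89.4 RPKM (SD, n = 3), the largest log2 fold change between EGCG+HC and control tested in 1321N1 at 9.94 (SE 0.15, adjusted p = 1.73e-08). The chaperone gene HSPA1A rose by 4.71 (SE 0.07, adjusted p = 1.73e-08), with reads that its copy HSPA1B may share. BAG3, a co-chaperone gene, rose by 2.87 (SE 0.04, adjusted p = 1.34e-08), and SLC3A2, the heavy chain of amino acid transporters, by 2.98 (SE 0.03, adjusted p = 7.17e-09). ACTB (β-actin) fell with a log2 change of -1.64 (SE 0.05, adjusted p = 1.32e-07) and TUBB (β-tubulin) with a log2 change of -1.30 (SE 0.03, adjusted p = 6.75e-08), each with pseudogenes that may take some of their reads. Among mitochondrial genes, MT-ATP6, which overlaps MT-ATP8, fell with a log2 change of -1.25, and MT-CYB fell with a log2 change of -1.18. MT-ND6, which lies on the other strand, had -1.01, and its reads cannot be told from those opposite.

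Of the 20 genes of the table, 10 were higher and 10 lower in 1321N1, and in LN18 9 were higher and 2 lower (camera adjusted p = 0.579 and 0.0839). Adjusted over the list alone the counts were the same, and a list the study chose on these libraries is not independent evidence. In every gene named, the 3 treated 1321N1 libraries stood on one side of the 3 controls.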

Gene	Fold change<br>3EGCG+HC	P -value with<br>FDR<br>3EGCG+HC	Fold change<br>3EGCG	P -value with<br>FDR<br>3EGCG	Fold change<br>3HC	P -value with<br>FDR<br>3HC
RP11-<br>25K21.6	1296.29	0.00E+00	n/a	n/a	3202.88	0.00E+00
HMOX1	117.04	0.00E+00	n/a	n/a	99.11	0.00E+00
HSPA1A	27.33	3.76E-108	n/a	n/a	116.76	2.08E-256
HSPA1B	27.21	0.00E+00	1.41	2.40E-02	77.23	0.00E+00
RND3	9.70	1.49E-114	n/a	n/a	8.16	3.86E-92
CTD-<br>2021J15.1	8.64	1.25E-131	n/a	n/a	n/a	n/a
SLC3A2	7.23	2.92E-126	n/a	n/a	9.67	4.01E-144
BAG3	6.70	2.99E-114	n/a	n/a	7.81	4.98E-139
AC092755.4	5.81	1.38E-123	n/a	n/a	3.28	2.49E-20
PTP4A1	4.75	1.30E-117	n/a	n/a	2.58	1.30E-20
ACTB	-3.51	0.00E+00	-1.52	0.00E+00	-4.02	0.00E+00
MT-CO3	-2.89	0.00E+00	-1.24	6.93E-03	-2.26	0.00E+00
MT-ND2	-2.79	0.00E+00	-1.25	2.30E-04	-2.11	0.00E+00
TUBB	-2.77	0.00E+00	-1.22	4.51E-09	-3.41	0.00E+00
MT-ATP6	-2.67	0.00E+00	n/a	n/a	-2.00	0.00E+00
MT-CYB	-2.56	0.00E+00	-1.27	8.37E-04	-1.91	0.00E+00
MT-ND5	-2.47	0.00E+00	-1.21	1.70E-02	-1.62	0.00E+00
MT-ATP8	-2.44	0.00E+00	n/a	n/a	-1.87	0.00E+00
MT-ND6	-2.27	0.00E+00	n/a	n/a	n/a	n/a
MT-ND1	-2.06	0.00E+00	-1.37	2.60E-07	-1.73	0.00E+00

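In LN18, TAF13, a subunit of the general transcription factor TFIID, rose with EGCG+HC from 30.9 ± 1.24 to 162 ± 2.14 RPKM (SD, n = 3), a log2 fold change of 2.36 (SE 0.03, adjusted p = 2.11e-08). FTL, the light chain of the iron store ferritin, rose by 0.88 (SE 0.05, adjusted p = 1.69e-06), and stood at 0.03 with quantile normalization, which is not past the threshold. NEAT1, a long noncoding RNA that builds paraspeckles, fell with a log2 change of -2.56 (SE 0.04, adjusted p = 2.45e-08). The follistatin gene FST fell with a log2 change of -2.13 (SE 0.06, adjusted p = 1.05e-07), and the metallothionein gene MT2A, which may share reads with its family, with a log2 change of -1.92 (SE 0.03, adjusted p = 2.88e-08). MYH9, a nonmuscle myosin gene, fell with a log2 change of -1.82 (SE 0.04, adjusted p = 4.65e-08). The ubiquitin gene UBB had -0.45 (SE 0.05, adjusted p = 1.29e-04) and TPI1, an enzyme of glycolysis, -0.44 (SE 0.04, adjusted p = 1.84e-05), both short of the limit on the fold change and past it with quantile normalization (-0.66 and -0.72).

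Of the 20 genes that the study lists first for LN18, 10 were higher and 8 lower in LN18, with a median of 0.22, and of -0.32 with quantile normalization (camera adjusted p = 0.916). In 1321N1, 10 of them were higher and 5 lower (camera adjusted p = 0.332). The counts adjusted over the list alone were the same and are not independent evidence, since the study chose the genes on these libraries. In each gene named, the 3 treated LN18 libraries lay on one side of the 3 controls.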

Table S2 B. Lists of 20 genes with the lowest *P*-value, and FDR from *t*-test statistical analysis for LN18 cells treated with EGCG+HC.

Gene	Fold change<br>LNEGCG+HC	<i>P</i> -value with<br>FDR<br>LNEGCG+HC	Fold change<br>LNEGCG	<i>P</i> -value with<br>FDR<br>LNEGCG	Fold change<br>LNHC	<i>P</i> -value with<br>FDR<br>LNHC
HMOX1	22.87	9.99E-167	n/a	n/a	2.84	1.07E-04
RP11-<br>973N13.4	20.63	1.26E-88	n/a	n/a	n/a	n/a
RP11-<br>1035H13.3	13.69	1.14E-84	2.61	5.49E-03	n/a	n/a
RND3	10.71	1.44E-141	2.37	1.75E-07	1.81	5.29E-03
MT-RNR2	10.21	1.77E-146	2.10	5.65E-70	1.68	3.15E-25
PPP1R15A	7.31	2.12E-114	n/a	n/a	n/a	n/a
AC005027.3	6.08	1.84E-106	1.98	6.83E-04	n/a	n/a
TAF13	4.66	2.19E-80	1.75	3.37E-03	n/a	n/a
RP11-<br>739N20.2	3.11	4.64E-86	n/a	n/a	1.29	3.20E-02
FTL	1.63	1.82E-81	n/a	n/a	n/a	n/a
NEAT1	-6.73	7.85E-149	-2.98	3.29E-50	n/a	n/a
FST	-4.99	3.13E-100	-1.74	1.73E-13	-2.71	1.71E-34
MT2A	-4.30	2.06E-124	-6.08	6.11E-136	n/a	n/a
MYH9	-4.02	1.53E-100	n/a	n/a	-1.44	2.54E-06
ACTB	-2.86	0.00E+00	-1.21	7.53E-03	-2.13	0.00E+00
TUBA1B	-1.86	0.00E+00	-1.35	0.00E+00	-1.74	0.00E+00
TUBB	-1.80	0.00E+00	-1.27	0.00E+00	-1.64	0.00E+00
HSPA8	-1.71	0.00E+00	1.31	3.22E-16	-1.71	0.00E+00
UBB	-1.54	0.00E+00	-1.27	4.86E-09	-1.32	1.64E-05
TPI1	-1.53	0.00E+00	n/a	n/a	n/a	n/a

# Supplementary material for: Inhibitory Mechanism of Combined Hydroxychavicol With Epigallocatechin-3-Gallate Against Glioma Cancer Cell Lines: A Transcriptomic Analysis
**Source:** Front Pharmacol. 2022 Mar 22;13:844199. doi: 10.3389/fphar.2022.844199
**Supplement:** Supplementary file 5

Table S6   Comparison between Partek® Genomics Suite analysis and Tuxedo Suite analysis for alternative splicing events (P -value FDR ≤ 0.05).

Alternative splicing events	1321N1<br>EGCG+HC vs.<br>Control	LN18<br>EGCG+HC vs.<br>Control
Partek	3897	4260
Tuxedo	432	739
Present in both analysis<br>(Partek $\cap$ Tuxedo)	201	366
Partek $\cap$ Tuxedo $\cap$<br>Transcripts<br>(FC ≥ 1.5)	18	46

# Supplementary material for: Inhibitory Mechanism of Combined Hydroxychavicol With Epigallocatechin-3-Gallate Against Glioma Cancer Cell Lines: A Transcriptomic Analysis
**Source:** Front Pharmacol. 2022 Mar 22;13:844199. doi: 10.3389/fphar.2022.844199
**Supplement:** Supplementary file 6

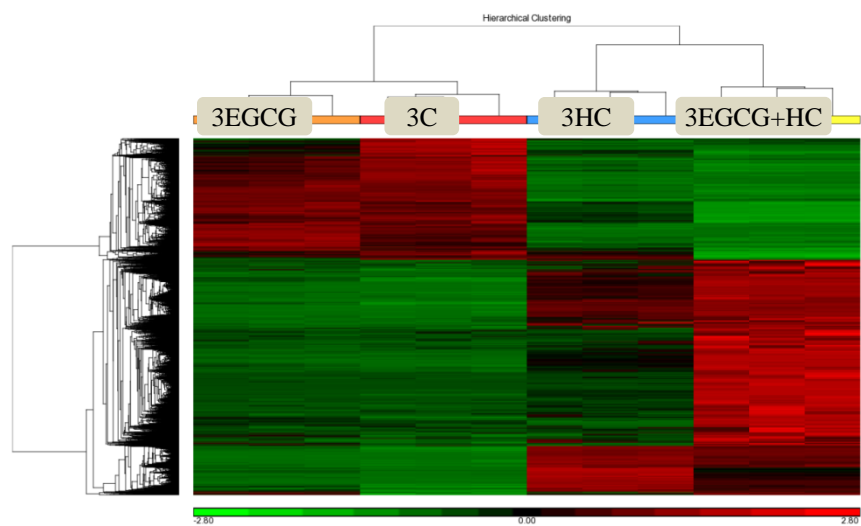

a.

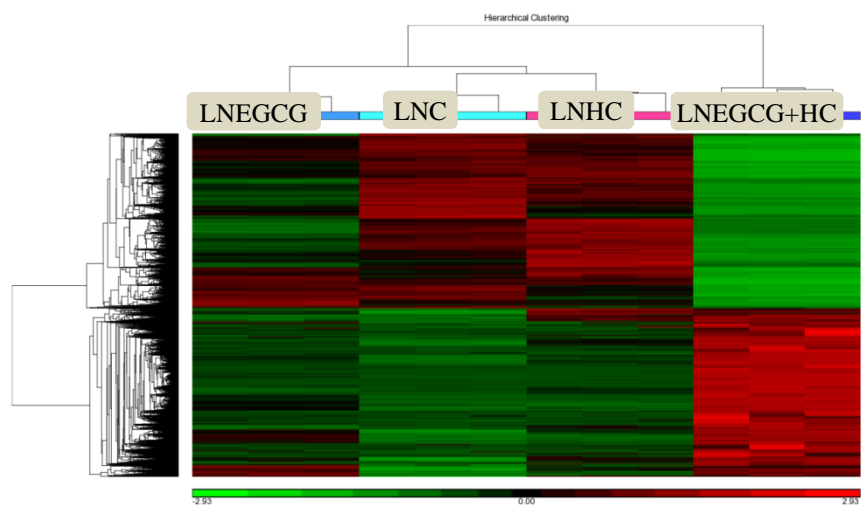

b.

Figure S2 Hierarchical clustering analysis with differential metric distance and centroid network rules for a. 1321N1 and b. LN18 cells treated with EGCG+HC.

# Supplementary material for: Inhibitory Mechanism of Combined Hydroxychavicol With Epigallocatechin-3-Gallate Against Glioma Cancer Cell Lines: A Transcriptomic Analysis
**Source:** Front Pharmacol. 2022 Mar 22;13:844199. doi: 10.3389/fphar.2022.844199
**Supplement:** Supplementary file 7

Table S3   Total transcripts expressed at fold change (FC) ≥ 1.5 , false discovery rate (FDR)
 $P \leq 0.05$.

Transcript<br>regulation	1321N1<br>EGCG+HC<br>vs. Control	LN18<br>EGCG+HC<br>vs. Control
Increased	2611	2551
Decreased	1171	2242
Total genes	3782	4793

# Supplementary material for: Inhibitory Mechanism of Combined Hydroxychavicol With Epigallocatechin-3-Gallate Against Glioma Cancer Cell Lines: A Transcriptomic Analysis
**Source:** Front Pharmacol. 2022 Mar 22;13:844199. doi: 10.3389/fphar.2022.844199
**Supplement:** Supplementary file 8

Table S7   A. Lists of differentially expressed alternative splicing events (FDR $P \leq 0.05$) for Partek $\cap$ Tuxedo $\cap$ transcript (FC ≥ 1.5) in 1321N1 treated with EGCG+HC.

Number<br>of<br>transcript	Test ID	Gene ID	Gene	Locus	P-value,<br>Alternative<br>splicing events<br>(Partek)	Fold change<br>(3EGCG+HC<br>vs. control)<br>(Partek)	J score<br>(Tuxedo)	P-value<br>(Tuxedo)	q-value<br>(Tuxedo)
7	TSS52585	ENSG00000026508	CD44	11:35160416-<br>35253949	2.02E-20	-1.90	4.75E-01	3.50E-04	3.80E-03
10	TSS144846	ENSG00000068745	IP6K2	3:48725435-<br>48777786	2.96E-19	10.63	7.45E-01	5.00E-05	6.46E-04
5	TSS122886	ENSG00000135535	CD164	6:109687716-<br>109703762	5.49E-12	-2.09	1.72E-01	5.00E-05	6.46E-04
8	TSS192765	ENSG00000168066	SF1	11:64532077-<br>64546258	9.93E-11	2.58	1.04E-01	5.70E-03	4.27E-02
3	TSS36681	ENSG00000075415	SLC25A3	12:98987368-<br>98995946	1.21E-10	-2.79E+05	3.82E-01	4.20E-03	3.38E-02
5	TSS195287	ENSG00000108107	RPL28	19:55896712-<br>55919145	2.44E-10	-229.44	2.47E-01	5.00E-05	6.46E-04
3	TSS89565	ENSG00000160201	U2AF1	21:44513065-<br>44527697	2.10E-08	-197.47	2.69E-01	1.00E-04	1.21E-03
3	TSS24042/<br>TSS23111	ENSG00000198563	DDX39B	6:31496493-<br>31526606	7.02E-08	25.74	6.39E-01	5.00E-05	6.46E-04
3	TSS6070	ENSG00000088986	DYNLL1	12:120907652-<br>120936296	1.01E-07	-2.53E+10	2.93E-01	5.00E-05	6.46E-04
3	TSS167651	ENSG00000136450	SRSF1	17:56066398-<br>56084707	1.95E-07	-4.59E+03	2.52E-01	5.00E-05	6.46E-04

Table S7 B. Lists of differentially expressed alternative splicing events (FDR $P \leq 0.05$) for Partek $\cap$ Tuxedo $\cap$ transcript (FC ≥ 1.5) in LN18 treated with EGCG+HC.

Number<br>of<br>transcript	Test ID	Gene ID	Gene	Locus	P-value,<br>Alternative<br>splicing events<br>(Partek)	Fold change<br>(LNEGCG+HC<br>vs. control)<br>(Partek)	J score<br>(Tuxedo)	P-value<br>(Tuxedo)	q-value<br>(Tuxedo)
10	TSS167866	ENSG00000101150	TPD52L2	20:62496595-<br>62522898	9.38E-29	-5.23	8.99E-02	6.50E-04	4.44E-03
9	TSS187434	ENSG00000182199	SHMT2	12:57623109-<br>57634498	5.47E-25	-37.19	3.45E-01	5.00E-05	4.27E-04
8	TSS103855	ENSG00000197713	RPE	2:210867288-<br>211036115	3.10E-24	-3.88	3.80E-01	4.95E-03	2.53E-02
8	TSS55735	ENSG00000138674	SEC31A	4:83739813-<br>83934079	7.01E-17	10.50	8.17E-01	7.45E-03	3.47E-02
4	TSS192448	ENSG00000091140	DLD	7:107531414-<br>107643700	3.23E-15	-143.85	3.58E-01	5.00E-05	4.27E-04
6	TSS151776	ENSG00000179152	TCAIM	3:44379432-<br>44450943	4.91E-15	2.82	9.28E-02	7.30E-03	3.44E-02
9	TSS111182	ENSG00000140995	DEF8	16:90014332-<br>90034468	5.76E-15	1.98	1.15E-01	1.50E-03	9.29E-03
6	TSS47282	ENSG00000111912	NCOA7	6:126102306-<br>126252266	5.96E-15	8.56	3.86E-01	5.00E-05	4.27E-04
5	TSS108842	ENSG00000049541	RFC2	7:73645828-<br>73668774	1.90E-14	-29.50	1.93E-01	1.05E-02	4.61E-02
4	TSS190329	ENSG00000147274	RBMX	X:135923089-<br>135962923	4.88E-14	-2291.81	3.04E-01	5.00E-05	4.27E-04

# Supplementary material for: Inhibitory Mechanism of Combined Hydroxychavicol With Epigallocatechin-3-Gallate Against Glioma Cancer Cell Lines: A Transcriptomic Analysis
**Source:** Front Pharmacol. 2022 Mar 22;13:844199. doi: 10.3389/fphar.2022.844199
**Supplement:** Supplementary file 9

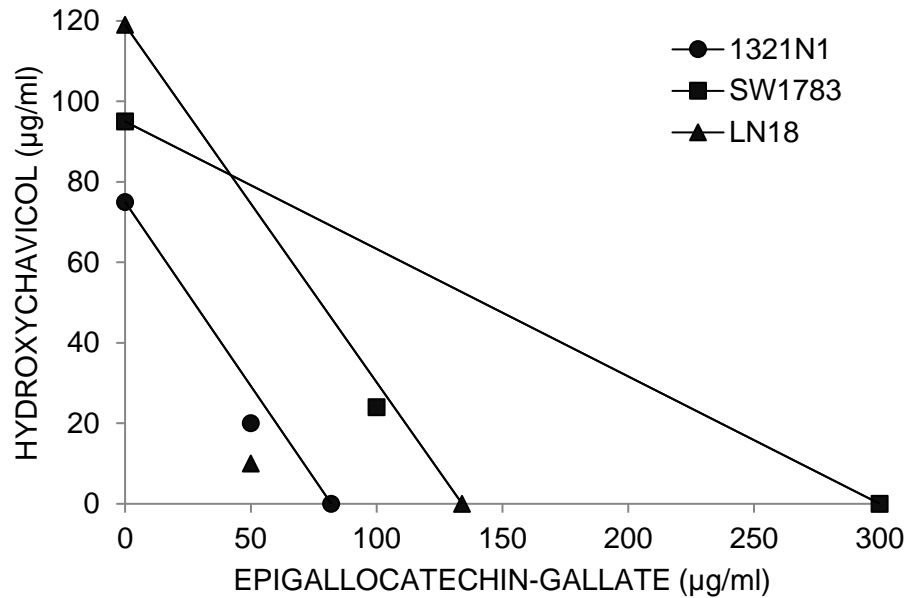

Supplementary Figure S1. Isobologram analysis of the effects of EGCG and HC on glioma cells. The IC₅₀ of EGCG and HC were plotted on the x and y axes. The line connecting these dots depicts the treatment concentrations of each compound that, if administered in combination, would cause the same growth inhibition if the interaction between these compounds was additive. The data point on the isobologram reflects the actual dosages of EGCG+HC that result in a 50% growth inhibition. Since the data point is located significantly below either line, a synergistic anti-proliferative impact is suggested.

How the deposited data were processed for this re-analysis (not part of the article)

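Poly(A) RNA was measured in 24 libraries of 2 glioma cell lines, 1321N1 and LN18, each with 3 libraries of control, EGCG, HC and EGCG+HC cells after 24 h. The authors trimmed the paired-end reads, checked them with FastQC, aligned them to GRCh37 (hg19) and deposited a value in RPKM for each gene and library, made with CLC Genomics. The gene annotation, the counting rules and any step between reads and values beyond these are not given in the sources used here. The condition of each library was taken from the label of its sample, and the doses from the text and legends of the paper. The authors' own calls were the genes shared by the empirical test of CLC and by Cuffdiff, and their pathway tools were Pathway Studio and DAVID. None of these was run here.

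From the RPKM values the number of counted reads in each library was recovered from the steps between low values in genes of a single exon. Between 62.3 and 93.4% of the low values used (53 to 511 per library) lay within 0.1 of a whole number of reads, with the lowest shares in 1321N1 EGCG replicates 2 and 3 (67.2 and 62.3%). The values hold 34229 gene symbols, of which 20723 (60.5%) have a gene in the reference, GENCODE v44lift37 on the primary assembly of GRCh37. Names turned into dates by a spreadsheet, 25 to 27 per group, were left out. The sheets of single groups list 25597 to 30430 genes, and a gene missing from a sheet was not tested in comparisons with that group.

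Values were tested as log2(RPKM + 1) with limma 3.58.1 (empirical Bayes with a trend) in R 4.3.3, over genes with a mean of at least 1 RPKM in the libraries fitted. Tables were made with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3. A gene is past the threshold at a Benjamini-Hochberg adjusted p of at most 0.05 and a fold change of at least 1.5, the limits of the paper. Every adjusted p of a gene comes from limma. Each pair of groups was fitted on its own 6 libraries, the change with EGCG+HC beyond the sum of the single treatments on the 12 libraries of a line, and the difference between lines on the 12 control and EGCG+HC libraries. On simulated values with 3 libraries per group, 44% of genes with a 1.5-fold change were recovered, 92% of those with a 2-fold change and 100% of those with a 4-fold or 8-fold change, with 4 and 5 unchanged genes called (0.0292 and 0.0367% of those left unchanged). The limit of 1.5 on the fold itself bounds the 44%. Only 50 genes were changed at each fold, with noise independent between genes, so that these rates need not hold for the real libraries.

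Of 39 gene lists, 4 were chosen by the study on these libraries and the others were fixed from textbook knowledge. Lists with at least 5 tested members were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, adjusted over lists. An adjusted p of a list is that of camera with the preset correlation unless an estimated correlation is named. With EGCG+HC, 11253 of 13912 genes in 1321N1 and 11602 of 13807 in LN18 had an adjusted p of at most 0.05. The limit on the fold change thus set most calls, and counts adjusted over a list alone had little room to differ. In 1321N1, 19 of 34 lists passed camera and 30 passed fry for EGCG+HC against control, and in LN18 17 and 34. Camera with an estimated correlation passed 0 in both lines (6 and 2 at an unadjusted p under 0.05). It takes its degrees of freedom from the residuals, which are few in a fit of 6 libraries, and was adjusted over 34 lists. Failing it thus does not show that a list did not move. The lists are genes of the PERK, ATF4 and CHOP arm, amino acid and tRNA synthetase genes, ER chaperones, ER stress sensors, heat shock genes, NRF2 targets, metallothioneins, mitochondrially encoded proteins, mitochondrial rRNA, nuclear OXPHOS genes, glycolysis, pyruvate dehydrogenase and the citric acid cycle, axon guidance, mitosis, DNA replication, DNA repair, telomere maintenance, inflammatory response, apoptosis, immediate early genes, p53 targets, ribosomal proteins, actin cytoskeleton, tubulins, cholesterol synthesis, splicing factors, proteasome, autophagy, invasion and matrix, histones, noncoding RNAs and markers of glia, neurons, blood and epithelium. The study's own are its qPCR genes, its first genes in each line and its central regulators.

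Genes were named by a rule. It takes every gene that the paper names in its transcriptome sections, discussion and tables of leading genes, whose fold changes had been seen in the paper. It adds the 8 largest rises and 8 largest falls past the threshold (5 each for other comparisons) with at least 10 RPKM in the higher group and no overlap of the groups, and in each list up to 4 members past the threshold with the largest change. The tests, lists, rule and alternatives were set before the data were examined, apart from those said to be chosen after seeing the data. The alternatives were quantile normalization, rescaling over genes other than mitochondrial ones, no filter, a mean of at least 10 RPKM, 0.1 in place of 1 as the added value, limma without a trend, Bonferroni adjustment, no limit on the fold change, a shared fit of the 4 groups of a line, the replicate number as a block, leaving out each replicate in turn, and Euclidean distance for the clustering. Rescaling brought the genes other than mitochondrial ones to the same total in each library, above the RPKM totals (258341 to 294110). Every value thus grew before 1 was added, so that the added 1 weighed less. Differences in total RPKM between libraries were evened out as well, so that its results are not those of leaving out mitochondrial genes alone. Splicing was not analysed here because the values are for whole genes, and the qPCR, viability and apoptosis assays were not used here.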

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

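The look at which other groupings gave as many genes for the difference between lines was chosen only after its result was seen, and the other tests were not.

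The paper gives gene counts for EGCG+HC against control, and the other comparisons of these libraries also hold many changed genes. In 1321N1, 659 genes changed with EGCG, 4903 with HC, 2695 between EGCG+HC and HC, and 5530 between EGCG+HC and EGCG. In LN18 the counts were 2475, 1571, 6430 and 5097. A change with EGCG+HC beyond the sum of the single treatments on the log2 scale was past the threshold in 3170 genes of 1321N1 and 5147 of LN18. The change differed between the lines in 4644 genes.

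For comparisons of 3 libraries with 3, the 10 splits are too few for a share under 0.05. The real split gave 5717 genes in 1321N1 and 6396 in LN18 for EGCG+HC against control, and the highest of the other splits gave 0 in each of the 10 comparisons of 3 with 3. For the change beyond the sum, 1 of 100 splits drawn (the real one, at 5147) was as large in LN18, where the highest other was 4806, and 4 of 100 were as large as the real 3170 in 1321N1, where the highest other was 4493. These shares are not taken to exclude chance, since a split that mixes treatments adds their changes to the spread within its groups (the median of the others is 0), and other splits with counts near or above the real one point to a structure of the samples. For the difference between lines, 5 of 99 splits gave at least the real 4644 and the highest other gave 5376, and these splits do not decide on chance. The 4 others as large all keep the real groups of one line, as 16 of the splits drawn do, and so hold that line's change with treatment by design, which points to a structure of the samples. Without such splits the highest is 0.

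Other gene groups also moved with EGCG+HC. The paper ranks NFE2L2 (NRF2) as a regulator by its targets and names invasion and autophagy in its discussion. In each group named here all 3 treated libraries of the line had the list's median on the same side. That also held for lists that did not pass, such as telomere maintenance in 1321N1 (median -0.09), so it does not set these groups apart. In 1321N1, heat shock genes had 20 higher and 1 lower of 31, a median of 0.84, and adjusted p = 5.28e-06 by camera and 0.198 with an estimated correlation. The NRF2 targets had 27 higher and 1 lower of 35, a median of 1.34, and adjusted p = 6.03e-08 by camera and 0.114 with an estimated correlation. Immediate early genes had 24 higher and 1 lower of 29, a median of 1.70, and adjusted p = 1.04e-07 by camera and 0.131 with an estimated correlation. Autophagy genes had 8 higher and 1 lower of 24, a median of 0.36, and adjusted p = 0.00443 by camera and 0.198 with an estimated correlation. Proteasome genes had 10 higher and none lower of 29, a median of 0.46, and adjusted p = 4.05e-04 by camera and 0.198 with an estimated correlation. With values rescaled over genes other than mitochondrial ones 6 proteasome genes were higher, at a median of 0.40. Noncoding nuclear and snoRNA host RNAs had 4 higher and 2 lower of 13, a median of 0.46, and adjusted p = 0.0213 by camera and 0.412 with an estimated correlation. Tubulins had none higher and 8 lower of 11, a median of -0.92, and adjusted p = 2.09e-04 by camera and 0.412 with an estimated correlation. Adjusted over the list alone, the counts were the same in these lists and in those that follow.

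The same was done for LN18. Cholesterol and fatty acid genes had none higher and 21 lower of 28, a median of -1.27, and adjusted p = 3.71e-07 by camera and 0.305 with an estimated correlation. Ribosomal protein genes had 28 higher and none lower of 79, a median of 0.53, and adjusted p = 6.52e-12 by camera and 0.328 with an estimated correlation. With quantile normalization 9 ribosomal protein genes were higher, at a median of 0.30, and with the rescaling 14, at 0.42. Glial markers had none higher and 4 lower of 5, a median of -0.64, and adjusted p = 0.0283 by camera and 0.305 with an estimated correlation. In LN18, immediate early genes had 14 higher and none lower of 26, a median of 0.69, and adjusted p = 6.27e-04 by camera and 0.364 with an estimated correlation. Invasion and matrix genes had 5 higher and 15 lower of 40, a median of -0.30, and adjusted p = 0.0363 by camera and 0.489 with an estimated correlation. The noncoding RNAs had 8 higher and 1 lower of 13, a median of 0.71, and adjusted p = 0.0158 by camera and 0.305 with an estimated correlation. NRF2 targets had 19 higher and 5 lower of 35, a median of 0.64, and adjusted p = 0.00674 by camera and 0.305 with an estimated correlation. With quantile normalization 17 NRF2 targets were higher and 6 lower, at a median of 0.30. The tubulins of LN18 had none higher and 8 lower of 10, a median of -0.73, and adjusted p = 7.82e-04 by camera and 0.305 with an estimated correlation.

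The difference between lines was tested as LN18 minus 1321N1, so that a negative value means a lower change in LN18, and each list here passed that test. Heat shock genes had 2 higher and 22 lower of 31, a median of -1.23, and adjusted p = 2.66e-09 by camera and 0.0609 with an estimated correlation. The NRF2 targets had 2 higher and 22 lower of 36, a median of -0.75, and adjusted p = 1.44e-06 by camera and 0.0609 with an estimated correlation. The proteasome genes had 1 higher and 10 lower of 29, a median of -0.42, and adjusted p = 3.83e-07 by camera and 0.0609 with an estimated correlation. Cholesterol genes had none higher and 19 lower of 28, a median of -0.85, and adjusted p = 3.63e-08 by camera and 0.143 with an estimated correlation. The immediate early genes had 2 higher and 20 lower of 29, a median of -0.96, and adjusted p = 3.49e-05 by camera and 0.238 with an estimated correlation. Mitosis genes had 4 higher and 20 lower of 48, a median of -0.50, and adjusted p = 0.00485 by camera and 0.504 with an estimated correlation. Splicing factors had 2 higher and 10 lower of 46, a median of -0.25, and adjusted p = 0.0293 by camera and 0.575 with an estimated correlation. The central regulators that the study chose, which are not independent evidence, had 5 higher and 16 lower of 34, a median of -0.56, and adjusted p = 0.00334 by camera and 0.143 with an estimated correlation. The ribosomal proteins had 25 higher and none lower of 79, a median of 0.46, and adjusted p = 1.75e-15 by camera and 0.191 with an estimated correlation. Replication-dependent histones had 6 higher and none lower of 11, a median of 0.78, and adjusted p = 0.0389 by camera and 0.222 with an estimated correlation. Mitochondrially encoded proteins had 13 higher and none lower of 13, a median of 1.34, and adjusted p = 2.52e-07 by camera and 0.387 with an estimated correlation. With quantile normalization 7 ribosomal protein genes were higher, at a median of 0.29, and 7 mitochondrially encoded ones, at 0.83.

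Among single genes, the differences with the largest positive values were AC005682.6 at 4.06 (SE 0.11, adjusted p = 4.83e-10), an RNA named for another clone at 3.98 (SE 0.13, adjusted p = 1.01e-09), RP11-54O7.16 at 3.14 (SE 0.11, adjusted p = 1.54e-09), KIAA1199 at 3.05 (SE 0.07, adjusted p = 1.94e-10) and MT-TY at 3.02 (SE 0.57, adjusted p = 6.20e-04). Those with the largest negative values were RP11-25K21.6 at -8.85 (SE 0.22, adjusted p = 2.95e-10), HSPA1A at -4.99 (SE 0.12, adjusted p = 2.57e-10), HSPA1B at -4.99 (SE 0.11, adjusted p = 1.94e-10), AKR1C1 at -4.20 (SE 0.08, adjusted p = 1.16e-10) and RP11-317J19.1 at -4.12 (SE 0.33, adjusted p = 7.01e-07).

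In EGCG+HC cells of 1321N1 mitochondrial mRNAs fell while the mitochondrial ribosomal RNAs rose. Scaling of the libraries is argued against as the cause of the lower mRNAs, since their median was -1.002 with quantile normalization and the explanation needed one above -0.3. More RNA without a poly(A) tail in the EGCG+HC libraries remains a candidate explanation for the higher ribosomal RNAs in 1321N1, where small RNAs without a tail had a median of 2.09 (0.49 to 3.50). Replication-dependent histone genes, whose main mRNAs also lack the tail, had a median of -0.04, with 1 of 9 higher and 1 lower. Their level gives no sign of more RNA without a tail, while that of the small RNAs does, so that the explanation stays open. Histone levels also follow S phase, which the paper reports as raised, and what that did to them here was not tested. In LN18 it also stays open, because only 3 such small RNAs were tested, with a median of 0.16 (0.09 to 2.28). An effect of the treatment on mitochondrial RNA also stays open and was not tested.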

How the results depend on the processing

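The settings without 1321N1 EGCG replicates 2 and 3, and without the genes that set these libraries apart, were chosen after seeing the data.

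No count of changed genes moved by over 1.5 times with quantile normalization, rescaling over genes other than mitochondrial ones, no filter, limma without a trend, a shared fit of 4 groups, the replicate block or a left-out replicate. The counts below come in the order EGCG+HC, EGCG, HC (each against control), EGCG+HC against HC and against EGCG, and the change beyond the sum. Over genes with a mean of at least 10 RPKM they were 2109, 217, 2116, 900, 1987 and 1080 in 1321N1, 2382, 873, 589, 2358, 1780 and 1928 in LN18, and 1628 for the difference between lines, with fewer genes tested. With no limit on the fold change they were 11253, 5315, 10274, 9755, 11047 and 8386 in 1321N1, 11602, 9378, 7420, 11546, 11335 and 9961 in LN18, and 9902 for the lines, by the looser threshold. Bonferroni adjustment gave 3652, 121, 2903, 1345, 2811 and 1580 in 1321N1, 1374, 629 and 4073 for EGCG, HC and EGCG+HC against HC in LN18, and 2986 for the lines, by the stricter threshold. Adding 0.1 in place of 1 gave 1084 for EGCG in 1321N1, and the cause was not tested.

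The share of lower genes crossed 50% in 1321N1 (43.7%) with quantile normalization (52.6%), rescaling (50.9%) and no fold limit (50.4%), and in LN18 (47.9%) with quantile normalization (52.5%), rescaling (54.9%), at least 10 RPKM (51.6%) and Bonferroni (50.7%). For the difference between lines it crossed with quantile normalization (54.9 to 49.9%). In 1321N1 it moved to 38.1% with no filter, 46.6% at 10 RPKM, 46.0% with 0.1 added and 41.8% with Bonferroni, and in LN18 to 43.3% with no filter and 49.5% with no fold limit. The cause was not tested. Quantile normalization gave 333 of 625 genes lower (53.3%) for EGCG in 1321N1, against 243 of 659 (36.9%), and 487 of 1300 (37.5%) for HC in LN18, against 302 of 1571 (19.2%). The median of all genes shifted with it in LN18 (HC -0.14, change beyond the sum 0.12), as with rescaling (EGCG+HC against control -0.10, against HC -0.13).

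Left-out replicates gave, in the same order, 5577 to 5888, 563 to 825, 4848 to 4958, 2609 to 2839, 5335 to 5806 and 2996 to 3369 in 1321N1. In LN18 they gave 6262 to 6520, 2468 to 2510, 1538 to 1657, 6339 to 6509, 4987 to 5181 and 5058 to 5236, and for the lines 4590 to 4673. The share of lower genes ranged from 42.2 to 46.0% in 1321N1 and from 46.6 to 49.4% in LN18. Without EGCG replicates 2 and 3, where the lone library is assumed to vary like the others, the 1321N1 counts were 708 for EGCG, 5542 against EGCG and 3204 beyond the sum, and without the genes apart 635, 5428 and 3104.

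With the replicate number as a block the counts were 5733, 637, 4918, 2697, 5529 and 3165 in 1321N1, 6403, 2480, 1586, 6435, 5099 and 5154 in LN18, and 4654 for the lines. The same numbers did not deviate together (mean correlation 0.00308 over 18 pairs of 1321N1 libraries and -0.00676 over 18 of LN18, with 1 pair above 0.1 in each), and in 6 and 2 of these pairs the own number had the highest correlation. Lists that passed camera were 19 in 1321N1, 17 in LN18 and 11 for the lines, and 19, 18 and 11 with the block. With an estimated correlation camera called 0, 0 and 0 (6, 2 and 7 at an unadjusted p under 0.05), while fry called 30, 34 and 29. Clustering gave the same count of nearest neighbours with Euclidean distance and at 10 RPKM (11 of 12 and 12 of 12). Without the genes apart it was 12 of 12 in 1321N1, which that choice of genes largely fixes.

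Of the named genes, 156 in 1321N1 and 171 in LN18 kept their side of the threshold with no filter, 0.1 added, no trend and the block. Quantile normalization ended the call of HIST1H4H (0.52) in 1321N1 and of E2F1 (-0.58), FTL (0.03), HIST1H3D (0.45), MT-CO1 (0.32), MT-CO2 (0.50), MT-ND4 (0.14) and SLC1A3 (-0.54) in LN18, and called MT-CO3 (-0.76), TPI1 (-0.72) and UBB (-0.66). Rescaling ended the call of MT-ND4 (0.57) and called SRSF3 (-0.61) in LN18, and called ANXA2 (-0.59) in 1321N1. The shared fit ended those of MT-RNR1 (2.12) and MT-RNR2 (1.90) in 1321N1. Bonferroni ended 9 and 10 calls, and no limit on the fold change added 4 and 4. A left-out replicate ended the calls of HIST1H2AC (-0.58 without control replicate 1) and HIST1H4H (0.58 without control replicate 2) in 1321N1, and in LN18 of E2F1 (-0.57 and -0.58 without control replicates 1 and 3, -0.56 without EGCG+HC replicate 3), SLC1A3 (-0.56 without control replicate 1, -0.53 without EGCG+HC replicate 1) and RBMX (-0.58 without EGCG+HC replicate 1), and called P4HB (0.59 without control replicate 1). At the lowest depth, 13.6 M counted reads, values near 1 RPKM carry a counting error of up to 19.1%.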

Differences from the paper's values

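The settings named are those set before the data were examined, with every other planned setting keeping the difference. For EGCG+HC against control the paper states 2103 changed genes in 1321N1 and 2442 in LN18, and the values here give 5717 and 6396 at the same limits. The paper's genes are those shared by the tests of CLC and Cuffdiff, and those here come from limma alone, so the calls are not alike. The difference ends only over genes with a mean of at least 10 RPKM (2109 and 2382). There 5172 and 5134 genes were tested in place of 13912 and 13807, so that this does not give the source of the difference. The paper's higher genes are 992 and 940, against 3217 and 3331 here, and differ no longer only at 10 RPKM (1127 and 1152). Its lower genes are 1111 and 1502, against 2500 and 3065, and differ no longer at 10 RPKM (982 and 1230) or with Bonferroni adjustment (1527 and 2208). The paper's fewest reads per library are 28 M, against 13.6 M counted reads here, for which no alternative was planned, and the reason was not tested.

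For folds in the paper's tables of leading genes, a minus marks a fall. A fold is said to differ where its sign does or where its log2 value lies further from the one here than 1 SD (the root of the summed replicate variances of both groups), and a count where it is over 1.5 times larger or smaller. Of 40 values for EGCG+HC against control 24 differ, and of 50 for single treatments 22, all with the same sign. Quantile normalization ends 12 of the 24 and 1 of the 22, rescaling over genes other than mitochondrial ones 14 and 11, 0.1 added in place of 1 ends 1 and 2, and the other planned settings, apart from left-out replicates, 0. Other values come to differ, so that in all 17 and 32 differ with quantile normalization, 10 and 12 with rescaling, and 31 and 24 with 0.1 added. The median of the paper's log2 fold minus the one here is -0.16 for EGCG+HC, -0.08 for HC and -0.12 for EGCG in 1321N1, and -0.17, -0.17 and -0.05 in LN18. The SD of this difference over the genes is 0.13, 0.11 and 0.01 in 1321N1 and 0.05, 0.03 and 0.02 in LN18. In LN18 and for EGCG in 1321N1 the differences listed below are thus largely 1 shift shared by the genes, not separate disagreements. For EGCG+HC and HC in 1321N1 the highest differences, 0.40 and 0.37, belong to the gene listed first below in each. The other genes listed there lie on the same side as the median, with none below -0.174 and -0.112. These other genes thus also largely share the shift of their comparison.

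In 1321N1 with EGCG+HC, the paper's fold for RP11-25K21.6 is 1296.29 and here 984, which differs no longer with quantile normalization, rescaling, 0.1 added or without control replicate 1. MT-ATP6 is -2.67 in the paper and -2.37 here, with no difference after rescaling or without control replicate 1 or EGCG+HC replicate 3. MT-CYB (-2.56 in the paper, -2.27 here) and MT-ND1 (-2.06 in the paper, -1.83 here) differ no longer with quantile normalization or rescaling. No planned setting ends the differences for SLC3A2 (7.23 in the paper, 7.91 here), BAG3 (6.70 and 7.33), PTP4A1 (4.75 and 5.26), ACTB (-3.51 and -3.11), MT-CO3 (-2.89 and -2.57) and TUBB (-2.77 and -2.46), the paper's value first.

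With HC in 1321N1, RP11-25K21.6 is 3202.88 in the paper and 2484 here, which ends with rescaling, 0.1 added or without control replicate 1. SLC3A2 (9.67 in the paper, 10.1 here) ends with rescaling or without control replicate 2, control replicate 3 or HC replicate 1. BAG3 (7.81 in the paper, 8.12 here) ends with quantile normalization, rescaling or without control replicate 2, HC replicate 2 or HC replicate 3. ACTB (-4.02 in the paper, -3.74 here) and TUBB (-3.41 in the paper, -3.17 here) end with rescaling. With EGCG in 1321N1, ACTB (-1.52 in the paper, -1.40 here) ends with rescaling or without control replicate 2 or 3 or EGCG replicate 3, and MT-ND2 (-1.25 in the paper, -1.15 here) with rescaling or without control replicate 1 or 2 or EGCG replicate 3. TUBB (-1.22 in the paper, -1.12 here) ends with none.

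In LN18 with EGCG+HC, the paper's value again first, differences end with quantile normalization or rescaling for TAF13 (4.66 and 5.12), RP11-739N20.2 (3.11 and 3.48), NEAT1 (-6.73 and -5.88), FST (-4.99 and -4.38), MYH9 (-4.02 and -3.53), ACTB (-2.86 and -2.54) and UBB (-1.54 and -1.37). They end with rescaling alone for MT-RNR2 (10.21 and 11.4), FTL (1.63 and 1.84) and TPI1 (-1.53 and -1.36), and with quantile normalization alone for MT2A (-4.30 and -3.79) and TUBA1B (-1.86 and -1.65). None ends them for TUBB (-1.80 and -1.6) and HSPA8 (-1.71 and -1.52).

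With HC in LN18, the paper's values for RND3 (1.81, here 2.00), RP11-739N20.2 (1.29, here 1.44) and FST (-2.71, here -2.39) differ no longer without control replicate 1. MYH9 (-1.44 in the paper, -1.28 here) ends without HC replicate 1, and UBB (-1.32 in the paper, -1.17 here) without control replicate 3 or HC replicate 2. No planned setting ends MT-RNR2 (1.68 in the paper, 1.88 here), ACTB (-2.13, here -1.89), TUBA1B (-1.74, here -1.55), TUBB (-1.64, here -1.46) and HSPA8 (-1.71, here -1.52). With EGCG in LN18, NEAT1 (-2.98 in the paper, -2.86 here) ends with rescaling or without control replicate 3 or EGCG replicate 3. MT2A (-6.08 in the paper, -5.78 here) ends with rescaling or 0.1 added, and TUBB (-1.27, here -1.23) and HSPA8 (1.31, here 1.35) with rescaling.

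For the folds that the paper plots, a reading error of 0.2 on the log2 scale was allowed where it is above that SD. In 1321N1, PARP1 is about -2.3 in Fig. 10, read by eye, and -1.98 here, which ends with quantile normalization, rescaling, 0.1 added or without control replicate 1 or EGCG+HC replicate 3. CDC20 is about -3.6 in Fig. 10, read by eye, and -3.11 here, which ends with rescaling, 0.1 added or without control replicate 2, control replicate 3 or EGCG+HC replicate 2. ATF3 is about 44 in Fig. 10, read by eye, and 34.4 here, which ends with rescaling or 0.1 added. In LN18, CDC20 is about -6.8 in Fig. 10, read by eye, and -5.86 here, which ends with quantile normalization, rescaling, 0.1 added or without control replicate 2.

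Some directions and calls also differ from the paper's statements. In the paper the lower genes are the larger part (52.8% in 1321N1 and 61.5% in LN18), and here the smaller (43.7 and 47.9%). They are the larger part again in both lines with quantile normalization (52.6 and 52.5%) and rescaling (50.9 and 54.9%), in 1321N1 with no limit on the fold change (50.4%), and in LN18 at 10 RPKM (51.6%) or with Bonferroni adjustment (50.7%). The paper proposes a role of lower SEMA3A and SEMA3F transcripts, and as whole genes here SEMA3A is higher in 1321N1 (0.68) and lower in LN18 (-1.08), and SEMA3F is lower in 1321N1 (-1.27) and below the filter in LN18. It has telomere maintenance lower in both lines, by GSEA on a gene set of its own. The list of 21 genes here, tested with camera, did not pass in either line. Set and test differ, and the medians here were -0.09 in 1321N1 and -0.34 in LN18. The paper calls a transcript of DDX39B and of DYNLL1 in 1321N1, and the whole genes here had 0.29 and -0.42. It counts ANXA2 among the changed genes of 1321N1, here -0.52 and past the limit only with rescaling (-0.59). Among LN18 genes SRSF3 (-0.50, past the limit at -0.61 with rescaling), UBB (-0.45) and TPI1 (-0.44) did not reach the fold limit. With quantile normalization TPI1 was past it at -0.72 and UBB at -0.66. P4HB in LN18 (0.54, past the limit at 0.59 without control replicate 1) is about 1.3-fold in Fig. 10, read by eye. That is also short of the limit, so its call does not differ. SEC31A, a transcript of which the paper calls, had a log2 fold change of 0.95 as a whole gene in LN18.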

Other observations

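The tests of the split of the 1321N1 EGCG libraries were chosen only after that split was seen, and the other tests here were not.

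OSGIN1, an NRF2 target induced by oxidants, rose with EGCG+HC by 3.61 (SE 0.04, adjusted p = 5.61e-09) in 1321N1 and 2.87 (SE 0.06, adjusted p = 4.75e-08) in LN18 on the log2 scale (n = 3 per group; pairs of values keep this order), and GCLM, a subunit of the enzyme that starts glutathione synthesis, rose in LN18 by 2.23. HSPB8, a small heat shock protein gene, rose by 3.97 and 1.95, and HSPB1, another, fell in LN18 with a log2 change of -2.09. In LN18 7 of 31 heat shock genes were higher and 9 lower, and the list did not pass (median -0.25, camera adjusted p = 0.458). FOS, an immediate early gene, rose by 3.71 and 1.65. SQSTM1, an adaptor of autophagy, rose by 2.46 and 0.98, while the LN18 autophagy list did not pass (7 of 24 higher, 1 lower, median 0.29, camera adjusted p = 0.0775). Among proteasome genes, PSMD14 rose in 1321N1 by 0.97 and PSMC5 fell in LN18 with a log2 change of -0.83, where 6 of 29 were lower and none higher (median -0.16, camera adjusted p = 0.446). RPL21, a ribosomal protein gene with many pseudogenes that share its reads, rose in LN18 by 0.97, and in 1321N1 1 of 79 ribosomal protein genes was lower, RPL7A at -0.67, with none higher (median 0.06, -0.01 with rescaling, camera adjusted p = 0.553).

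ACTG1 (γ-actin) fell in 1321N1 with a log2 change of -2.25 (SE 0.04, adjusted p = 4.90e-08) and VCL (vinculin), which links actin to adhesions, fell in LN18 with a log2 change of -2.25 (SE 0.04, adjusted p = 2.45e-08). Of the actin cytoskeleton genes 20 of 37 were lower and 1 higher in 1321N1 (median -0.62, camera adjusted p = 3.57e-06, and adjusted p = 0.198 with an estimated correlation), and 21 of 36 were lower and 3 higher in LN18 (median -0.73, camera adjusted p = 1.63e-05, and adjusted p = 0.305 with an estimated correlation). TUBB4B, a tubulin gene, fell with log2 changes of -1.55 and -1.64. COL1A1, a collagen gene, fell in 1321N1 with a log2 change of -2.43, where 17 of 40 invasion and matrix genes were lower and 7 higher (median -0.14, camera adjusted p = 0.167). EGFR, a growth factor receptor of glia, fell with log2 changes of -0.62 and -1.16, and 2 of 5 glial markers were lower and 1 higher in 1321N1 (median -0.40, camera adjusted p = 0.302). CLK1, a kinase of splicing factors, rose by 2.69 and 1.12, and PRPF8, a core splicing factor, fell with log2 changes of -1.08 and -1.88. Of 46 splicing factors 12 were lower and 3 higher in LN18 (median -0.31, camera adjusted p = 0.0139, and adjusted p = 0.305 with an estimated correlation; 19 lower and 2 higher, median -0.43, with rescaling), and 6 were lower and 6 higher in 1321N1 (median -0.08, camera adjusted p = 0.553).

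Of 9 histone genes 1 was higher and 1 lower in 1321N1 (median -0.04, mean 0.02, camera adjusted p = 0.876), and of 10 in LN18 4 were higher and none lower (median 0.53, camera adjusted p = 0.0920). HIST1H4H was among them, at 0.69 and 1.56. In 1321N1 its call is lost with quantile normalization. The calls of HIST1H4H and of the lower gene HIST1H2AC in that line are each lost when 1 control replicate is left out. Lists of fewer than 5 tested genes were not tested as lists. Of 4 metallothionein and zinc genes, SLC30A1, a zinc exporter, rose in 1321N1 by 2.06, and MT2A and MT1X fell in LN18, MT1X with a log2 change of -1.85, with reads that the family shares. The blood cell marker CD14 rose by 1.58 and 1.82, HBA1 rose in LN18 by 1.70, and the epithelial keratin genes KRT18 and KRT8 rose in 1321N1 (1.09 and 0.85) and fell in LN18 (-1.38 and -0.95). The neuron marker tested in 1321N1 had a median of 0.22, and of -0.05 with quantile normalization, and none was tested in LN18. Both mitochondrial ribosomal RNAs rose, with a median of 2.01 in 1321N1 and 2.58 in LN18.

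The single treatments also changed genes. In 1321N1, HMGCS1, of cholesterol synthesis, rose with EGCG from 9.05 ± 0.752 to 27.4 ± 2.11 RPKM (SD, n = 3) and NUPR1, a stress gene, by 1.67, while SAMD11 fell with a log2 change of -3.19 (SE 0.09, adjusted p = 4.45e-05). With HC, HSPA1A rose by 6.82 (SE 0.06, adjusted p = 4.99e-09) and ZFAND2A by 6.06 (SE 0.06, adjusted p = 4.99e-09), and the noncoding RNA PTCSC3 fell with a log2 change of -4.19. In LN18, EGCG raised NUPR1 by 2.44 (SE 0.12, adjusted p = 5.77e-06) and the chemokine gene CCL26 by 2.59, and lowered COL7A1, a collagen gene, with a log2 change of -2.66. HC raised GDF15, a stress cytokine gene, by 2.93 (SE 0.13, adjusted p = 6.17e-06) and CYP1B1, a cytochrome P450 gene, by 2.40 (SE 0.05, adjusted p = 8.01e-07), and lowered the deiodinase gene DIO2 with a log2 change of -1.50. These genes were chosen among those whose 3 treated libraries lie on one side of the 3 controls. Beyond the sum of the single treatments in LN18, HMGCS1 and INSIG1, which sense or make cholesterol, had -3.57 (SE 0.04, adjusted p = 2.85e-13) and -3.36 (SE 0.07, adjusted p = 2.72e-11). The combination in 1321N1 was below that sum, on the log2 scale, for 21 of 27 cholesterol genes and 24 of 35 NRF2 targets with none above it, and adjusted p = 0.0328 and 0.0302 with an estimated correlation, so that both lists passed.

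In the EGCG group of 1321N1, 343 genes set replicate 1 apart from replicates 2 and 3, 268 higher and 75 lower in replicate 1, while single libraries of the other groups had 8 to 29 such genes. Of these, 263 stand at 0 in replicates 2 and 3 and above 1 RPKM in replicate 1, and 249 of them are above 0 in every other 1321N1 library that lists them. The depth of replicates 2 and 3 is argued against, since 12 genes above 20 RPKM in replicate 1 stand at 0 in both. Other gene models or counting settings for those libraries may be the cause and stay open: gene types other than protein coding were 22.0 times as frequent among the genes at 0 (100% against 4.54%), but only 95 of the 263 (36.1%) have a reference gene. No biological explanation was tested.

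The lower axon guidance genes with EGCG+HC could follow from gene length or GC content. With the trend over length removed, the median was -0.53 (-0.87 to -0.33) in 1321N1, against -0.49 before, and -0.45 (-0.93 to -0.19) in LN18, against -0.63 before, which argues against length in both lines. With the trend over GC content removed it was -0.45 (-0.77 to -0.17) in 1321N1, which argues against GC content there. In LN18 it was -0.51 (-0.79 to -0.06), and GC content stays open because the interval reaches above -0.1. An effect of the treatment on these genes stays open as well, as a hypothesis found and tested on the same libraries.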
